# Identification of a Putative Network of Actin-Associated Cytoskeletal Proteins in Glomerular Podocytes Defined by Co-Purified mRNAs

**DOI:** 10.1371/journal.pone.0006491

**Published:** 2009-08-04

**Authors:** Behnam Nabet, Arthur Tsai, John W. Tobias, Russ P. Carstens

## Abstract

The glomerular podocyte is a highly specialized and polarized kidney cell type that contains major processes and foot processes that extend from the cell body. Foot processes from adjacent podocytes form interdigitations with those of adjacent cells, thereby creating an essential intercellular junctional domain of the renal filtration barrier known as the slit diaphragm. Interesting parallels have been drawn between the slit diaphragm and other sites of cell-cell contact by polarized cells. Notably mutations in several genes encoding proteins localized to the foot processes can lead to proteinuria and kidney failure. Mutations in the Wilm's tumor gene (*WT1*) can also lead to kidney disease and one isoform of WT1, WT1(+KTS), has been proposed to regulate gene expression post-transcriptionally. We originally sought to identify mRNAs associated with WT1(+KTS) through an RNA immunoprecipitation and microarray approach, hypothesizing that the proteins encoded by these mRNAs might be important for podocyte morphology and function. We identified a subset of mRNAs that were remarkably enriched for transcripts encoding actin-binding proteins and other cytoskeletal proteins including several that are localized at or near the slit diaphragm. Interestingly, these mRNAs included those of α-actinin-4 and non-muscle myosin IIA that are mutated in genetic forms of kidney disease. However, isolation of the mRNAs occurred independently of the expression of WT1, suggesting that the identified mRNAs were serendipitously co-purified on the basis of co-association in a common subcellular fraction. Mass spectroscopy revealed that other components of the actin cytoskeleton co-purified with these mRNAs, namely actin, tubulin, and elongation factor 1α. We propose that these mRNAs encode a number of proteins that comprise a highly specialized protein interactome underlying the slit diaphragm. Collectively, these gene products and their interactions may prove to be important for the structural integrity of the actin cytoskeleton in podocytes as well as other polarized cell types.

## Introduction

The renal glomerulus is the site of plasma ultrafiltration and disruption of glomerular function leads to progressive renal insufficiency and end-stage renal disease (ESRD). The glomerular filtration barrier is comprised of the fenestrated capillary endothelium, the glomerular basement membrane (GBM), and intercellular junctions between glomerular epithelial cells called podocytes, which overlie the GBM [1], [2]. The podocyte, a highly specialized kidney cell type consists of a cell body, major processes, and foot processes. The foot processes attach to the GBM and form extensive interdigitations with foot processes of adjacent podocytes to form a critical component of the filtration barrier termed the slit diaphragm. The slit diaphragm consists of several proteins that span the intercellular junctions with adjacent foot processes which prevent the passage of large molecules. Importantly, disruption of podocyte function that disrupts the slit diaphragm often leads to nephrotic syndrome and progressive deterioration in renal function [1], [2].

The complex structure of the podocyte is dependent upon a highly structured cytoskeleton that is critical for the maintenance of normal morphology and function. This highly dynamic network is involved in meeting the ongoing mechanical demands of filtration as well responses to cellular stress and injury [3]–[6]. Glomerular diseases that lead to proteinuria are associated with foot process effacement, which involves alterations in the actin cytoskeleton that retard normal slit diaphragm organization and function [3]–[6]. Thus, proteins that are components of the actin cytoskeleton, as well as proteins and pathways involved in its regulation, are crucial for its function.

Mutations in genes encoding proteins involved in slit diaphragm organization and actin cytoskeleton organization have been shown to play important roles in the progression of glomerular disease. Mutations in the gene encoding for nephrin, a transmembrane adhesion protein, has been shown to be the cause of nephrotic syndrome of the Finnish type [7]. In addition to nephrin, genetic mutations in components of the slit diaphragm including podocin (*NPHS2*), CD2-associated protein (*CD2AP*), and transient receptor potential cation channel 6 (*TRPC6*) have been identified in inherited nephrotic syndromes leading to ESRD [8]–[11]. Notably, TRPC6 has been shown to function in the regulation of calcium influx at the slit diaphragm and increased TRPC channel activity has been associated with reorganization of the actin cytoskeleton. Given that mutations associated with inherited nephrotic syndrome are characterized by increased channel activity, TRPC6 activity can be functionally linked to cytoskeletal regulation and maintenance [10], [11].

The importance of the actin cytoskeleton in glomerular and podocyte function is highlighted by mutations in α-actinin-4 (*ACTN4*), which leads to familial focal and segmental glomerulosclerosis (FSGS) [12]. Mutations in non-muscle myosin IIa (*Myh9*), lead to nephrotic syndrome in association with deafness, macrothrombocytopenia, and leukocyte inclusions in several syndromes such as Fechtner and Epstein syndromes, which might collectively be termed “Myh9 related diseases” [13]–[15]. The importance of Myh9 in podocytes is further illustrated by two recent studies which, using genome-wide association analysis through admixture linkage disequilibrium, identified multiple Myh9 SNPs that were associated with the increased risk of non-diabetic ESRD and FSGS in African American populations [16], [17].

In addition to the mutations described above, mutations in the Wilm's tumor gene (*WT1*) have also been associated with glomerular disease. *WT1* was originally identified as a gene mutated in patients with Wilm's nephroblastomas and mutations in *WT1* have been shown to be the cause of nephrotic syndrome. *WT1* mutations that lead to Denys-Drash syndrome and Frasier syndrome are each associated with nephrotic syndrome, renal failure, and intersex disorders, although only the former is commonly associated with Wilm's tumor [18]. Subsequent work has also shown that *WT1* is required for renal organogenesis and the development of other organ systems [19]–[21]. *WT1* encodes a protein containing four zinc finger domains whose expression in the mature kidney is limited to the podocyte. Alternative splicing of the WT1 transcript results in the inclusion or skipping of 9 nucleotides in exon 9 that encode the amino acids Lysine-Threonine-Serine (KTS) that are consequently present or absent between the third and fourth zinc finger domains of the protein. The protein isoform that does not contain the amino acids, WT1(-KTS) has been abundantly shown to function as a transcription factor. By contrast, the role of the more abundant protein isoform containing these amino acids, WT1(+KTS) has been less well defined, although it has been suggested that WT1(+KTS) functions as an RBP involved in post-transcriptional gene regulation [22], [23]. Evidence that the WT1(+KTS) isoform has important roles in podocyte function is provided by *WT1* mutations in patients with Frasier syndrome cause a reduction in relative levels of the WT1(+KTS) isoform. Similarly, mice with complete absence of WT1(+KTS) develop abnormal podocyte morphology and impaired foot process formation leading to renal failure [24].

Immunoprecipitation of RNA binding proteins and identification of the associated cellular RNAs by microarray analysis (often called “RIP-CHIP”) has been successfully used by a number of groups (Reviewed in [25]). To investigate the potential post-transcriptional regulatory functions of WT1(+KTS) we developed a variation to the RIP-CHIP protocol. We sought to identify a subset of WT1(+KTS)-associated mRNAs in podocytes that might be physiologically important for glomerular function. In order to identify potential candidate mRNAs associating with WT1(+KTS), WT1(+KTS) was purified from cell extracts from a podocyte cell line stably expressing an epitope tagged WT1(+KTS) construct. DNA microarrays were then used to identify candidate target mRNAs. An underlying hypothesis was that the proteins encoded by mRNAs bound by WT1(+KTS) might define a “post-transcriptional operon” that is important for maintenance of podocyte morphology and function [26]. According to this hypothesis, RBPs with important cellular functions co-regulate the expression of gene transcripts that function in common biochemical pathways or are present in common macromolecular structures. The mRNAs that were co-purified in this study demonstrated a remarkable enrichment for transcripts encoding components of a protein-protein interaction network that comprises the actin cytoskeleton. However, these mRNAs were subsequently, and unexpectedly, shown not to be bound by WT1(+KTS). However, while our findings did not address the original hypothesis that WT1(+KTS) directly binds mRNAs *in vivo*, we nonetheless identified transcripts that encode a subset of interrelated, physiologically relevant proteins that we propose will provide further insights into actin cytoskeletal organization.

## Results

### A modified RIP-CHIP approach used to identify functionally relevant mRNAs

To investigate the potential post-transcriptional role and target transcripts of WT1(+KTS) in podocytes, we developed a modified RIP-CHIP approach using an expression construct originally developed for a tandem affinity purification (TAP) protocol [27]. This expression construct contains a tag (“FF-ZZ”) consisting of two copies of a C-terminal FLAG tags (“FF”) separated from two more C-terminal IgG binding domains (“ZZ”) of protein A by a cleavage site for the site specific tobacco etch virus (TEV) protease (Figure 1A) [27], [28].

**Figure 1:**
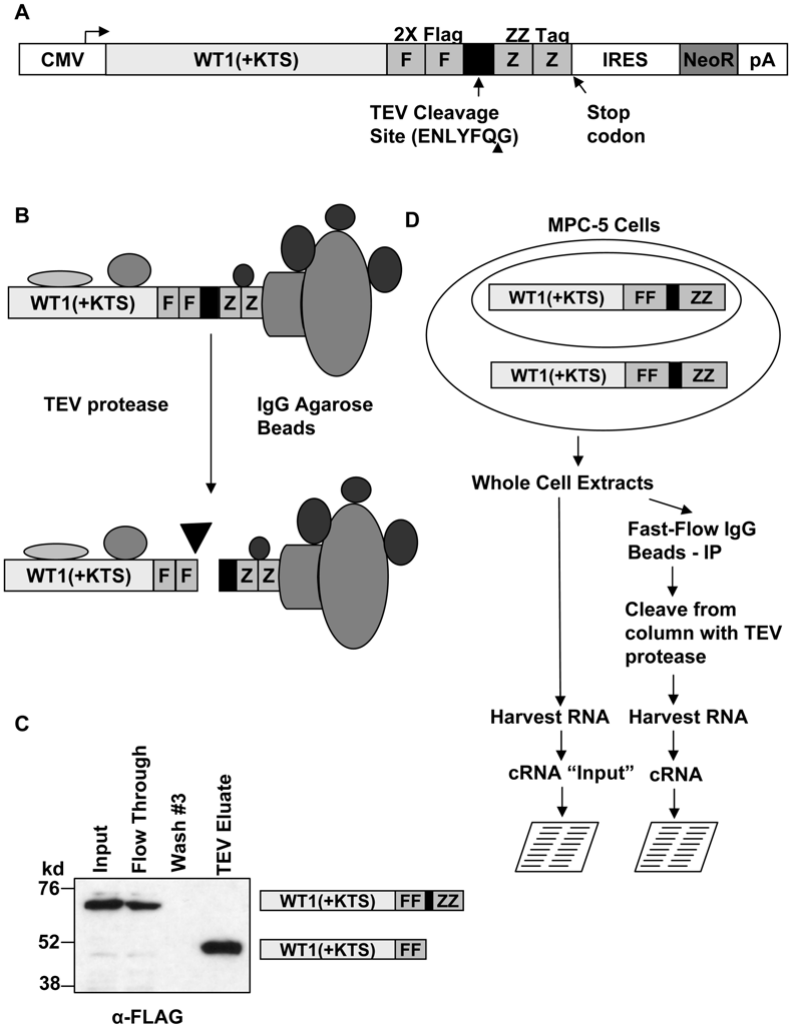
Schematic of RIP-CHIP approach used to identify functionally relevant mRNAs. (A) Diagram of the cDNA expression vector containing two FLAG tags (“FF”) and two copies of the IgG binding domain of protein A (“ZZ”). The tobacco etch virus (TEV) protease cleavage site is indicated, including an arrowhead to designate cleavage between glutamine and glycine residues. CMV, cytomegalovirus promoter; NeoR, neomycin resistance cassette; pA, polyadenylation site. (B) Schematic of purification strategy using TEV protease cleavage. ZZ-tagged protein is bound to IgG beads, washed, and the protein, along with co-purified mRNAs, are eluted from the beads by TEV protease cleavage. (C) Demonstration of WT1(+KTS)-FF-ZZ expression in differentiated MPC-5 cells (“Input”) and the elution of WT1(+KTS)-FF bound to the beads after 3 washes and TEV protease cleavage as determined by immunoblotting with anti-FLAG antibodies. (D) Flowchart summarizing the RIP-CHIP approach.

In order to identify gene transcripts encoding podocyte-relevant products, we made use of the conditionally immortalized mouse MPC-5 podocyte cell line [29]. MPC-5 cells were established with stable expression of the WT1(+KTS) cDNA containing the FF-ZZ tag. While no cell line is completely representative of any primary cell type *in vivo*, the MPC-5 cell line expresses most known podocyte cell markers and has been extensively validated in numerous studies to provide insights into podocyte function and glomerular disease pathogenesis [30]. The MPC-5 cells express a temperature sensitive, interferon driven SV40 T antigen construct that facilitates propagation at 33°C. Upon transfer to 37°C and withdrawal of interferon, SV40 expression is turned off and existing T antigen is inactivated whereupon the cells cease proliferation and differentiate over 6–14 days [29].

Cell extracts were prepared from WT1(+KTS)-FF-ZZ expressing MPC-5 cells that were allowed to differentiate at 37°C for 14 days. Extracts were then incubated with IgG Sepharose Fastflow beads, washed, and eluted from the column by cleavage with TEV protease (Figure 1B) [27]. A Western blot demonstrating successful cleavage by TEV protease is shown in Figure 1C. As a control, RNA was prepared from the input extracts that were incubated without IgG beads for the same amount of time as the experimental samples that were bound to the IgG beads. Biotin-labelled cRNAs for microarray analysis were prepared from the input and eluate samples and microarray analysis was conducted using Illumina Sentrix 6 mouse Beadchips (Figure 1D).

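The microarray data are 8 arrays of RNA from MPC-5 cells, a conditionally immortalized mouse podocyte line, that stably expressed tagged WT1(+KTS), a splice form of the transcription factor WT1, and had differentiated for 14 days at 37°C. 4 arrays carried RNA of input extracts and 4 carried RNA of the eluates, each labelled from 650 ng of total RNA. The deposited table holds the log2 of the authors' signal for 46643 probesets on each array. Taken back from log2 and averaged, these values differed from the average signals of Table S1 by at most 0.00308%, so they are on the scale of the study, are not centred, and a positive log2 fold change stands for a higher signal in the eluates. Which normalization between arrays, if any, preceded them is not given in the sources used here. The median signal of inputs 1 to 4 was 84.3, 80.3, 76.4 and 64.9, and that of eluates 1 to 4 was 74.5, 72.0, 71.0 and 84.6. Probesets were tested when their signal was at least 100 on at least 3 of the 4 eluate arrays, because detection values were not used here. For these 13902 probesets, the log2 signal was fitted with limma on the fraction and the replicate number, and p-values were adjusted by the Benjamini-Hochberg method with a cutoff of 0.15, the 15% FDR of the study. The replicate numbers do not pair the samples, and the standard errors and adjusted p-values given here rest on this block. With it 156 probesets differed, against 5539 with the pairs that give the p-values of Table S1, chosen after the data were seen. A gene with several tested probesets is represented by the one with the highest mean log2 signal, unless a probeset is named. For the gene lists, this choice was made among probesets with an annotated symbol only. The paper calls the pulldowns independent. Whether each came from a separate culture is not given in the sources used here, so the p-values measure the spread between these samples, which may be partly technical, and the number of arrays limits the precision.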

### Identification of reproducibly enriched mRNA transcripts in pulldowns from MPC-5 cell extracts

To achieve a statistically robust dataset, four independent RNP pulldowns with the IgG beads were completed. Subsequently, four independent pairwise comparisons between these RNP pulldowns and the input samples processed in parallel with each experimental pulldown were carried out. To analyze the probesets that passed the expression filter, we used a 15% False Discovery Rate (FDR) cutoff and an average 2-fold enrichment cutoff. Using the 15% FDR cutoff, this analysis yielded a list of 88 probesets corresponding to enrichment of 60 unique genes (Table 1, Table S1). 

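Transcripts of actin cytoskeleton proteins were among the most enriched ones. Drebrin (Dbn1), which binds along actin filaments, had a log2 fold change of 3.65 (standard error 0.28, adjusted p = 0.000218), or 12.6-fold, with a mean log2 signal of 8.31 ± 0.42 (SD, n = 4) in the inputs and 11.96 ± 0.61 (SD, n = 4) in the eluates. Supervillin (Svil), which links actin and myosin to the plasma membrane, had a log2 fold change of 3.63 (standard error 0.18, adjusted p = 3.24e-05), with input 4 apart from the other inputs, and neurabin I (Ppp1r9a), which brings protein phosphatase 1 to actin, had a log2 fold change of 3.48 (standard error 0.17, adjusted p = 3.24e-05). In all, 91 probesets, which stand for 62 named genes and include 1 unnamed probeset, were at least 2-fold higher in the eluates past the cutoff in limma, with a median of 3.23-fold. At their highest probeset, 21 of the named genes were at least 4-fold and 10 at least 8-fold higher. In the other direction, the single probeset past the cutoff and at least 2-fold lower was that of LOC380906, with a log2 fold change of -1.04 (standard error 0.21, adjusted p = 0.0764). The transcript of the glycolytic enzyme Gapdh had a log2 fold change of 0.11 (standard error 0.17, adjusted p = 0.927), and the 5th and 95th percentiles of all tested probesets were -0.40 and 0.46. For 90 of the 91 enriched probesets, all 4 eluates were above all 4 inputs. This held for 672 of the 13902 tested probesets, which is 4.83%, where chance gives 1.43% in 1 direction, and for 696 all 4 eluates were below all 4 inputs. Without replicate 3, 53 probesets of 36 genes were past both cutoffs, and without replicate 2 the number of genes was 94. The first principal component separates 2 sets of arrays. Leaving out number 2 or 4 takes an input from 1 set and an eluate from the other, which unbalances the fractions. With the replicate number as a block and no moderation of the variance, none passed, while 1303 probesets had an unadjusted p under 0.05. With the pairs that give the p-values of Table S1 as the block, chosen after the data were seen, and no moderation, 91 probesets were enriched. They are not the same 91, since they include all 88 of the paper's probesets, against 84 with the replicate number as the block.

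**Figure D1:**
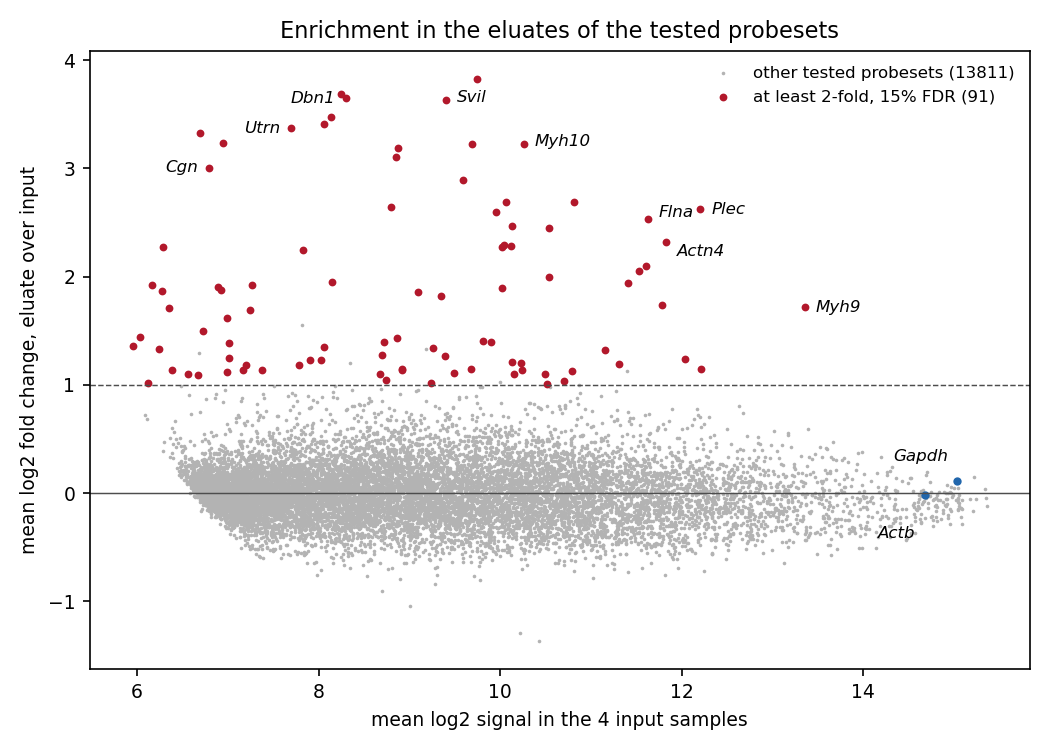
Log2 fold change of the eluates over the inputs (y axis) against the mean log2 signal of the 4 inputs (x axis) for the 13902 tested probesets. The 91 enriched probesets are red, the other tested probesets are grey and those of Gapdh and Actb are blue; names stand at the brightest probeset of each gene. The enriched probesets lie between mean input signals of 62.4 and 10540.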

Notably, a number of mRNAs displayed a significantly increased fold-enrichment compared to the input samples.

**Table 1:** Co-purified mRNAs enriched in eluates relative to input extracts.

Rank	Fold Enrichment	Symbol	Gene Name
1,10	14.2	Myh10	Non-muscle myosin IIb
2,11	12.9	Flnb	Filamin B
3,50	12.55	Dbn1	Drebrin
4,9,28,86	12.4	Svil	Supervillin
5,40	11.14	Ppp1r9a	Neurabin I
6,13,36	10.61	Spnb2	Spectrin β2
7,50	10.33	Utrn	Utrophin
8,19	10.06	Plec1	Plectin
12,65	9.14	2900026A02Rik	Riken cDNA 2900026A02 gene
14	8.04	Cgn	Cingulin
15,16	7.42	Lima1	Eplin/Lim domain and actin binding 1
17	6.44	St5	Supp. of tumorigenicity 5
18,37	6.24	Cgnl1	Cingulin-like
20	6.05	Aim1	Absent in Melanoma 1
21	5.79	Flna	Filamin A
22	5.54	Myo6	Myosin VI
23,24,29	5.46	Actn4	α-Actinin-4
25	4.89	Nes	Nestin
26,31	4.86	Iqgap1	IG motif GTPase activating protein
27	4.85	Fbxo34	F-box only protein 34
30	4.27	Specc1	Sperm antigen with calponin homology and coiled-coil domains 1
32	4	C430004E15Rik	Riken cDNA C430004E15 gene
33	3.87	Mical3	Microtubule associated monoxygenase, calponin and LIM domain 3
34,39	3.85	Spna2	Spectrin α2/α-Fodrin
35,46,47,55	3.8	Dst	Dystonin
38	3.71	Myo1e	Myosin 1e
41,83	3.63	Actn1	α-Actinin-1
42	3.54	Myo18a	Myosin XVIIIa
43	3.33	Flnc	Filamin C
44	3.29	Myh9	Non-muscle myosin IIa
45	3.27	Eppk1	Epiplakin
48	2.93	Dmn	Desmuslin
49,59	2.83	Lmo7	Lim domain only 7
51,57	2.7	Myo5a	Myosin heavy chain 12
52	2.64	Ppp1r9b	Neurabin II/Spinophilin
53	2.64	Fbxo46	F-box only 46
54	2.63	cep350	Centrosome associated protein 350
58	2.53	Pls3	T-Plastin/T-Fimbrin
60,70	2.5	Smtn	Smoothelin
61	2.45	Zfp185	Zinc finger protein 185
62	2.42	Myo1b	Myosin Ib
63,66	2.4	Gas2l3	Growth arrest specific 2-like 3
64	2.37	Crocc	Rootletin
67	2.29	Shrm	Shroom
68	2.29	Incenp	Inner centromere protein
69,75	2.27	Baz1a	Bromodomain adjacent to zinc finger domain 1A
71	2.22	Myo1d	Myosin 1d
72	2.22	Supt6h	Suppressor of Ty 6 homolog
73	2.21	2610015P09Rik	Riken cDNA 2610015P09 gene
74	2.2	Gsn	Gelsolin
77	2.2	Dnmt1	DNA methyltransferase 1
78	2.18	Ppp1r8	Protein phosphatase 1 regulatory inhibitor subunit 8
79	2.17	Cspp1	Centrosome and spindle pole associated protein
80	2.14	Crybb3	Crystallin B3
81	2.14	Zc3h13	Zinc finger CCCH-type containing 13
82	2.14	Pprc1	Peroxisome proliferator-activated receptor gamma, coactivator-related 1
84	2.05	Arhgap23	Rho GTPase activating protein
85	2.03	Ogdh	Oxoglutarate dehydrogenase (lipoamide)
87	2.03	Mcm7	Minichromosome maintenance deficient
88	2.01	Tmod3	Tropomodulin 3

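Beside the actin-associated proteins, Table 1 holds genes with other functions. 3 encode large nuclear proteins: the transcription elongation factor Supt6 had a log2 fold change of 1.15 (standard error 0.16, adjusted p = 0.0124), the maintenance DNA methyltransferase Dnmt1 one of 1.13 (standard error 0.18, adjusted p = 0.0226) and the chromatin remodelling factor Baz1a one of 1.14 (standard error 0.24, adjusted p = 0.114). Another 4 encode centrosome or spindle proteins. Their log2 fold changes were 1.40 for Cep350, 1.24 for rootletin (Crocc), 1.20 for Incenp, a subunit of the chromosomal passenger complex, and 1.12 for Cspp1, with adjusted p-values from 0.00590 to 0.0516 in limma. Among the most enriched genes of this group were 2900026A02Rik with 3.19 (standard error 0.22, adjusted p = 0.000144), Denn2b with 2.69 (standard error 0.28, adjusted p = 0.00157) and Crybg1 with 2.60 (standard error 0.22, adjusted p = 0.000401). Of the 27 genes of Table 1 that Table 4 does not list, 23 were past the 15% FDR in limma. The other 4 were the intermediate filament protein synemin (Synm), with a log2 fold change of 1.55 (standard error 0.46, adjusted p = 0.298), higher in 3 of 4 eluates than in the input of the same number, Zfp185, with 1.29 (standard error 0.36, adjusted p = 0.265), the mitochondrial enzyme Ogdh, with 1.02 (standard error 0.27, adjusted p = 0.221), and the replication helicase subunit Mcm7, with 0.70 (standard error 0.17, adjusted p = 0.180). A second probeset of Ogdh was at -0.10 and a second one of Cep350 at 0.45, while the dimmer probeset of Mcm7 was at 1.02 and past the cutoff. Without replicates 1 to 4 in turn, 12, 26, 10 and 26 of the 27 genes were past the FDR, with 12, 25, 10 and 17 also at least 2-fold higher. All 27 were past it with the pairs that give the p-values of Table S1 as the block or with the 2 sets of arrays that the first principal component separates, both chosen after the data were seen.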

List of genes that passed the 15% FDR cutoff and were more than two-fold enriched. The rank column also lists genes with multiple corresponding probesets. For genes with multiple probesets in the list, the fold change for the highest ranked probeset is shown. For the complete list of all genes with the corresponding fold changes see Table S1.

Quantitative real-time RT-PCR (qRT-PCR) was used to independently validate enrichment of 12 of the enriched mRNAs with variable levels of enrichment in the microarray results. For this validation two independent pulldowns were performed using fully differentiated WT1(+KTS) expressing MPC-5 cells. Analysis was completed for each mRNA in the pulldown as compared to the levels in control total input extracts. Enrichment of 11 of the 12 putative transcripts was validated with fold-enrichment that was approximately similar to that observed using microarrays (Figure 2). Notably, the one transcript for which qRT-PCR did not demonstrate enrichment in the pulldown, *Tmod3*, represented the least enriched gene transcript for which a probeset on the microarray showed at least a two-fold enrichment. Thus, taken together, the qRT-PCR data suggested that the enrichment of the transcripts identified by microarray analysis was reproducible. 

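Tropomodulin 3 (Tmod3), which caps the pointed ends of actin filaments, was measured by 2 probesets. The dimmer one, with mean signals of 1476 in the inputs and 2956 in the eluates, had a log2 fold change of 1.01 (standard error 0.16, adjusted p = 0.0248 in limma), the lowest of the 91 enriched probesets. The brighter one, with mean signals of 4633 and 7915, had a log2 fold change of 0.78 (standard error 0.16, adjusted p = 0.0957), or 1.72-fold. For the brighter probeset all 4 eluates were above all 4 inputs. The brighter probeset was not past the cutoff without replicate 1 or without replicate 3.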

Notably, among the genes with the highest level of fold-enrichment we frequently observed more than one probeset corresponding to the same transcript, thereby providing additional evidence of the validity and reproducibility of the microarray results.

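Of the 10 genes that were at least 8-fold enriched at their highest probeset, 9 had at least 2 enriched probesets. All 4 probesets of Svil were enriched, and beside the brightest one the others had log2 fold changes of 3.24, 2.27 and 1.02 and adjusted p-values up to 0.0653 in limma. The 4 probesets of dystonin (Dst), a plakin that links filament systems, lay closer together, from 1.38 to 1.93. The dimmer probesets of Dbn1, of the dystrophin homologue utrophin (Utrn) and of Ppp1r9a had log2 fold changes of 1.45, 1.36 and 1.86, each below that of the gene's brighter probeset, at mean input signals of 66.3, 62.4 and 78.1. Of 29 enriched genes with at least 2 tested probesets, 22 had at least 2 enriched ones. Mical3 is an exception, with 1 enriched probeset and another at -0.05 (standard error 0.19, adjusted p = 0.986).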

**Figure 2:**
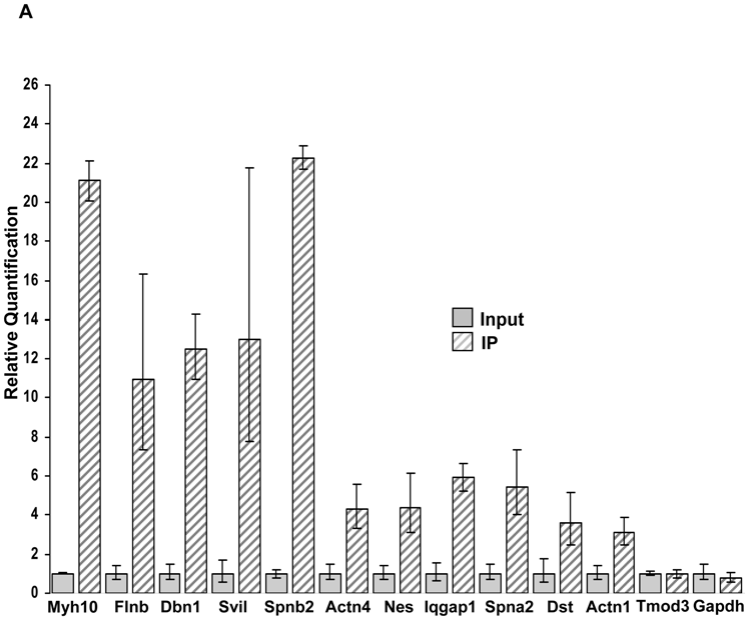
Enriched mRNAs identified by microarray analysis are independently validated by qRT-PCR. Quantitative RT-PCR analysis of a subset of the enriched mRNAs identified in this study. Two independent pulldowns using MPC-5 cell extracts stably WT1(+KTS)-FF-ZZ were completed and total RNAs from input extracts and WT1(+KTS) enriched fractions following TEV protease cleavage were compared. Mean expression values from triplicate assays±SD are shown relative to the input control samples.

### Transcripts identified by RIP-CHIP analysis are highly enriched for those that encode components of the actin cytoskeleton

To characterize the functions and interactions of the proteins encoded by mRNAs from this list, the top 60 genes which passed the 15% FDR cut-off and were more than 2-fold enriched were compared to the background set of the all genes in the mouse genome using Gene Ontogeny (GO) analysis through the DAVID Bioinformatics Database (Table 2) [31], [32]. 

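Transcripts of 18 of 45 tested genes for large actin-binding proteins were higher in the eluates past the 15% FDR in limma and none was lower (28 higher when adjusted over the list alone). Of the 45, 6 had a log2 fold change below 0, and the median log2 fold change of the list was 0.78 (camera adjusted p = 3.75e-34). Only probesets with an annotated symbol entered the lists, so Mical3 counted with its dimmer probeset at -0.05, not its enriched one at 1.95. Of 12 myosin heavy chains, the motor proteins of actin filaments, 7 were higher and none lower (8 higher and 1 lower when adjusted over the list alone), with a median of 0.97 (camera adjusted p = 7.99e-13). With an estimated correlation between genes, neither list kept its call (adjusted p = 0.460 for both), nor with fry (adjusted p = 0.102 for both). Of 12 intermediate filament proteins and plakins, 4 were higher and none lower (5 higher when adjusted over the list alone), with a median of 0.33 (camera adjusted p = 6.55e-09, and adjusted p = 0.487 with an estimated correlation). Of 43 small actin-binding proteins, such as cofilin and profilin, 1 was higher and none lower (6 higher and 1 lower when adjusted over the list alone), with a median of 0.15 (camera adjusted p = 0.0115, and adjusted p = 0.817 with an estimated correlation). Without replicate 4 the median of the small proteins was -0.028, while that of all tested probesets moved to -0.13. Of 8674 tested genes with an annotated symbol, 53 were enriched at least 2-fold. They included 17 of the 45 large actin-binding proteins, where 0.275 would fall by chance (one-sided Fisher's exact test, adjusted p = 2.85e-26), and 6 of the 12 myosin heavy chains (adjusted p = 3.84e-10). The lists were written after Table 1 had been read, so these counts are not independent evidence. Without the genes of Table 1, the median was 0.28 over 26 large actin-binding proteins (camera adjusted p = 6.19e-06), 0.24 over 6 myosins (adjusted p = 0.116) and 0.25 over 7 intermediate filament proteins and plakins (adjusted p = 0.149). With an estimated correlation, run after the data were seen, none of the 3 was called (adjusted p = 0.758 for each).

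**Figure D2:**
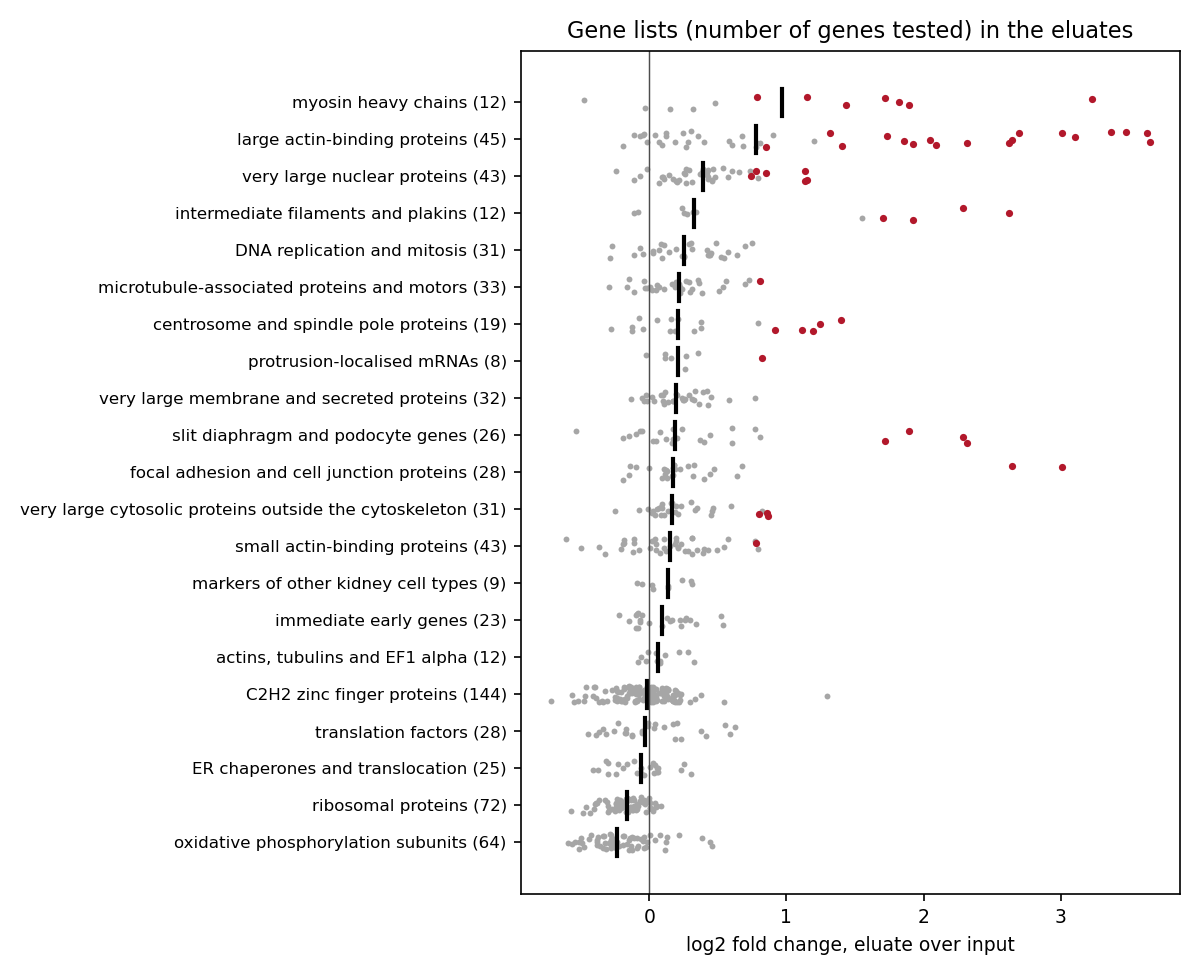
Log2 fold change of the eluates over the inputs for the tested genes of 21 gene lists, 1 point per gene, with members past the 15% FDR in red and the median of each list as a black bar. The large actin-binding proteins and the myosin heavy chains have the highest medians, 0.78 and 0.97.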

Most notable was a clearly defined enrichment in proteins encoded by these transcripts that were components of the cytoskeleton (60.0%; p-value: 2.0×10^−29^), were involved in cytoskeletal organization (34.5%; p-value: 2.2×10^−16^), and were actin binding (45.5%; p-value: 4.7×10^−31^).

**Table 2:** Gene Ontogeny (GO) Analysis.

Category	GO term	#Of Genes (%)	p-value	Benjamini-Hochberg
Molecular Function	Actin binding	25 (45.5)	4.7×10^−31^	1.3×10^−27^
	Cytoskeletal protein binding	27 (49.1)	1.4×10^−30^	1.8×10^−27^
	Calmodulin binding	10 (18.2)	2.3×10^−11^	2.1×10^−8^
	Motor Activity	10 (18.2)	3.9×10^−10^	2.7×10^−7^
Cellular Component	Cytoskeleton	33 (60.0)	2.0×10^−29^	1.6 ×10^−26^
	Actin cytoskeleton	21 (38.2)	6.8×10^−26^	2.7×10^−23^
	Non-membrane bound organelle	35 (63.6)	4.4×10^−25^	1.1×10^−22^
	Cytoskeletal part	20 (36.4)	4.8×10^−16^	7.0×10^−14^
	Myosin complex	10 (18.2)	1.1×10^−13^	1.4×10^−11^
Biological Processes	Cytoskeletal organization	19 (34.5)	2.2×10^−16^	1.2×10^−12^
	Actin filament-based process	14 (25.5)	2.8×10^−15^	7.2×10^−12^
	Actin cytoskeleton organization	12 (21.8)	1.8×10^−12^	3.1×10^−9^

List of the most statistically significant GO terms resulting from analysis between enriched genes and the entire mouse genome background set. The number and percentage of genes in each category are provided. The p-value (EASE score) indicates the probability that these genes are enriched in these categories due to random chance. The Benjamini-Hochberg score globally corrects enrichment p-values to account for multiple testing.

This analysis, together with the readily apparent number of actin binding proteins among the list prompted further investigation into the shared domains and potential interactions among the proteins encoded by the enriched mRNAs. The most common protein domains are listed in Table 3. 

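All 16 different genes of Table 3 with a CH domain, an actin-binding module, were past the 15% FDR and at least 2-fold higher in the eluates. They come from the paper's enriched genes, selected on these arrays at the same cutoffs, so this count is not independent evidence. At the brightest probesets, the largest increase among them was that of Utrn, which ties actin to the membrane, with a log2 fold change of 3.37 (standard error 0.26, adjusted p = 0.000218). Its mean log2 signal was 7.69 ± 0.40 (SD, n = 4) in the inputs and 11.06 ± 0.50 (SD, n = 4) in the eluates. The cytolinker plectin (Plec) had a log2 fold change of 2.62 (standard error 0.17, adjusted p = 0.000105). Lower in the group stood the actin-bundling plastin Pls3 with 1.34 (standard error 0.21, adjusted p = 0.0215), smoothelin (Smtn) with 1.32 (standard error 0.22, adjusted p = 0.0329) and Gas2l3, which binds actin and microtubules, with 1.26 (standard error 0.16, adjusted p = 0.00666). Specc1 with 2.09 (standard error 0.29, adjusted p = 0.0109) and Mical3 with 1.95 (standard error 0.23, adjusted p = 0.00391) lay between, as did the LIM domain protein Lmo7, which was 2.83-fold higher (adjusted p = 0.00592). The median over the 16 genes was 2.00, and over the 10 with the actinin-type subtype 2.43. The p-values are from limma, and all 4 eluates were above all 4 inputs for each gene. Pls3 and Smtn were not past the cutoff without replicate 1, nor were Pls3, Smtn and Specc1 without replicate 3. Each of these numbers joins an input and an eluate of different pairs of Table S1. With the pairs that give the p-values of Table S1 as the block, chosen after the data were seen, all 16 were past both cutoffs. The genes were selected by those p-values. Input 3 of Plec and input 2 and eluate 1 of Pls3 lay apart from the other arrays of their fraction.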

We noted that the most enriched motif among these proteins (present in 17 proteins) was the actin-binding calponin homology (CH) domain. In 10 of these proteins, this was the actinin-type subtype of CH domain. Given the number of myosin proteins, there was also an expected enrichment for domains common to the myosin family of proteins, including the IQ calmodulin-binding motif and myosin head and tail domains. In addition to the alpha-actinins and myosins, there are several other examples in which more than one member of a family of proteins was present in the list, or in which homologous proteins were present. This included identifying all three of the filamins (Flna, Flnb, and Flnc), non-erythrocytic spectrins α2 and β2 (Spna2 and Spnb2; also called α and β fodrin), cingulin and cingulin-like (Cgn and Cgnl), neurabin I and neurabin II (Ppp1r9a and Ppp1r9b), and three members of the plakin family of proteins: plectin, dystonin, and epiplakin (Plec, Dst, and Eppk1). In addition to the myosins and proteins with CH actin-binding domains, there were a number of additional proteins on the list of proteins that are known to be actin-binding proteins and for which a direct interaction with actin has been shown in the published literature (Table 4). 

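All 8 myosin heavy chain genes of Table 1 were at least 2-fold higher in the eluates past the 15% FDR in limma, each with all 4 eluates above all 4 inputs. Selection for Table 1 used the same arrays and cutoffs, so this is not independent evidence. Non-muscle myosin IIb (Myh10) led, with a log2 fold change of 3.23 (standard error 0.21, adjusted p = 0.000105) at its brighter probeset and a signal of 10.26 ± 0.35 (SD, n = 4) in the inputs and 13.49 ± 0.28 (SD, n = 4) in the eluates on the log2 scale. Its other probeset had the largest increase of all 13902 tested, 3.83 on the log2 scale (standard error 0.25, adjusted p = 0.000105), or 14.2-fold. Myosin VI (Myo6), which moves toward the minus end of actin filaments, followed with 2.47 (standard error 0.23, adjusted p = 0.000614). The class I myosins Myo1e and Myo1d had log2 fold changes of 1.89 and 1.15, and Myo18a and the vesicle motor Myo5a had 1.82 and 1.43, with standard errors from 0.17 to 0.21 and adjusted p-values up to 0.0452. The median over the 8 genes was 1.77. Myo1d was not past the cutoff without replicate 1, and neither Myo1d nor Myo5a was without replicate 3. With the pairs that give the p-values of Table S1 as the block, chosen after the data were seen, all 8 were past both cutoffs. The genes were selected by those p-values.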

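Every member of these families that the paper lists was at least 2-fold higher in the eluates past the 15% FDR in limma. The paper listed them by the same cutoffs on the same arrays. Of the tight junction proteins, cingulin (Cgn) had a log2 fold change of 3.01 (standard error 0.23, adjusted p = 0.000218), and cingulin-like (Cgnl1), also of cell junctions, one of 2.64 (standard error 0.19, adjusted p = 0.000190). Neurabin II (Ppp1r9b), the spine phosphatase scaffold also named spinophilin, was at 1.40 (standard error 0.20, adjusted p = 0.0115), below neurabin I. Among the plakins, Dst was at 1.93 (standard error 0.21, adjusted p = 0.00174), below Plec, and epiplakin (Eppk1) at 1.71 (standard error 0.26, adjusted p = 0.0170). Eppk1 was dim in the inputs, with a mean signal of 82.6, against 281 in the eluates, and the median of all probesets on the input arrays was 64.9 to 84.3, so its fold may be too low. The difference between 2 members of a family was not tested. All of these genes were past the cutoff whichever replicate was left out.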

In fact, over half of the list genes encoded actin-binding proteins (33/61) and several more, spectrin α2 (Spna2), cingulin-like (Cgnl), and phostensin (Kiaa1949) have been shown to co-localize with actin and/or are implicated in actin binding. These results therefore provided further evidence that the co-purified mRNAs encode numerous proteins that are important components of the actin-cytoskeleton.

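Of the 33 actin-binding proteins of Table 4, 32 had at least 1 probeset that was 2-fold enriched past the 15% FDR in limma, and the median log2 fold change over the group was 1.93. The group was chosen from genes already selected on these arrays at the same cutoffs, so its counts are not independent evidence. The exception was Shroom3, a regulator of apical actomyosin, with a log2 fold change of 1.20 (standard error 0.32, adjusted p = 0.237). Lima1, which crosslinks actin filaments, had a log2 fold change of 2.69 (standard error 0.21, adjusted p = 0.000252). Phostensin (Ppp1r18), a subunit of protein phosphatase 1 that binds actin, was also higher, with 1.24 (standard error 0.17, adjusted p = 0.0114) and mean signals of 4218 in the inputs and 9950 in the eluates. For all 33 genes, the 4 eluates were above the 4 inputs. With 1 probeset per gene, 28 of the 33 were past the FDR without replicate 1 and 25 without replicate 3, where Specc1, Pls3, Myo5a, Smtn, Myo1d, Gsn and Tmod3 were not past the cutoff. All 33, Shroom3 included, were past the FDR without replicate 2, without replicate 4, with no replicate block and with quantile normalization, of which 32, 30, 32 and 32 were also at least 2-fold higher. Without replicate 2 or 4 the fractions are unbalanced over the sets of arrays that the first principal component separates. With the pairs that give the p-values of Table S1 as the block, chosen after the data were seen, 33 were past it and 32 also 2-fold higher. From the share of actin-binding proteins among the enriched transcripts, together with the domains and families that recur among them, the paper sees further evidence that the mRNAs that co-purified encode many components of the actin cytoskeleton.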

**Table 3:** Protein domains enriched in products of identified mRNAs.

Common Domains	Proteins Encoded by Enriched mRNAs
Calponin homology domain	Flnb, Spnb2, Utrn, Plec1, Flna, Actn4, Iqgap1, Mical3, Specc1, Dst, Actn1, Flnc, Pls3, Lmo7, Smtn, Gas2l3, Mical3
Actin-binding, actinin-type	Flnb, Spnb2, Utrn, Plec1, Flna, Actn4, Dst, Actn1, Flnc, Pls3
Tropomyosin	Myh10, Ppp1r9a, Cgn, Cgnl, Specc1, Myo18a, Myh9, Myo1b, Crocc, Incenp, Ppp1r9b
IQ calmodulin-binding motif	Myh10, Myo6, Iqgap1, Myo18a, Myh9, Myo1b, Myo1e, Myo5a, Myo1d
Spectrin repeat	Spnb2, Utrn, Plec1, Actn4, Spna2, Dst, Actn1
ATP/GTP-binding site motif A (P-loop)	Myh10, Myo6, Dst, Myh9, Myo1b, Gas2l3
Myosin tail	Myh10, Cgn, Cgnl, Myh9, Myo1b, Myo1e, Myo1d
Myosin head	Myh10, Myo6, Myo18a, Myh9, Myo1b, Myo1e, Myo5a, Myo1d
Calcium binding EF Hand	Actn4, Spna2, Dst, Actn1, Pls3
Proline-rich region	Dbn1, C430004e15Rik, BC030863, Smtn, 2310014H01Rik, Shrm
LIM zinc-binding domain	Lima1, Mical3, Lmo7, Mical3, Zfp185
PDZ domain	Ppp1r9a, Myo18a, Lmo7, Ppp1r9b, Shrm
Filamin/ABP280 repeat	Flnb, Flna, Flnc
Prefoldin	Cgnl, Specc1, Crocc
Ig-like fold	Flnb, Flnc
WW/Rsp5/WWP	Utrn, Iqgap1
Beta and Gamma crystalline	Aim1, Crybb3
GAS2 domain	Dst, Gas2l3
Pleckstrin-like	Spnb2, Arghap23
Plectin repeat	Plec1, Dst, Eppk1
SH3 domain	Spna2, Dst, Myo1e

**Table 4:** Enriched mRNAs that encode proteins with well established and/or have been shown to bind directly to actin.

Gene Symbol	Actin Binding domain	Reference
Myh10	Myosin head	
Flnb	Alponin homology domain/actinin-type actin-binding domain	
Dbn1	Cofilin/tropomyosin type actin-binding domain	[72]
Svil	Gelsolin homology domain	[73]
Ppp1r9a	neural F-actin binding protein	[74], [75]
Spnb2	Calponin homology domain/actinin-type actin-binding domain	
Utrn	Calponin homology domain/actinin-type actin-binding domain	[76], [77]
Plec1	Calponin homology domain/actinin-type actin-binding domain	[78]
Cgn		[79]
Lima1		[80]
Flna	Calponin homology domain/actinin-type actin-binding domain	
Myo6	Myosin head	
Actn4	Calponin homology domain/actinin-type actin-binding domain	
Iqgap1	Calponin homology domain	[81]
Specc1	Calponin homology domain	
Mical3	Calponin homology domain	
Dst	Calponin homology domain/actinin-type actin-binding domain	
Myo1e	Myosin head	
Actn1	Calponin homology domain/actinin-type actin-binding domain	
Myo18a	Myosin head	[82]
Flnc	Calponin homology domain/actinin-type actin-binding domain	
Myh9	Myosin head	
Ppp1r9b		[83], [84]
Pls3	Calponin homology domain/actinin-type actin-binding domain	[85]
Lmo7	Calponin homology domain	[86]
Myo5a	Myosin head	
Smtn	Calponin homology domain	[87]
Myo1b	Myosin head	
Gas2l3	Calponin homology domain	[88]
Shrm	APX/Shrm domain 1	[89]
Myo1d	Myosin head	
Gsn	Gelsolin homology domain	
Tmod3		[90]

### Co-purified mRNAs encode proteins that are important components of podocyte foot processes, including gene products implicated in glomerular disease

A number of the proteins encoded by the identified mRNAs have been directly linked to functions that are critical for the maintenance of the structural integrity of the podocyte and in the process of glomerular filtration. 

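Transcripts of 8 proteins of the podocyte foot process, the actin-rich extension that carries the slit diaphragm, were at least 2-fold higher in the eluates, with a median log2 fold change of 2.71. The paper picked the 8 from its enriched genes, selected on these same arrays, so they do not stand for foot process proteins in general. β-spectrin II (Sptbn1, Spnb2 in the paper), a subunit of the membrane skeleton, had a log2 fold change of 3.11 (standard error 0.22, adjusted p = 0.000144), and its partner α-spectrin II (Sptan1, Spna2 in the paper) one of 1.95 (standard error 0.20, adjusted p = 0.00157). Non-muscle myosin IIa (Myh9), with mean signals of 10540 in the inputs and 34742 in the eluates, had the lowest log2 fold change at the brightest probesets, 1.72 (standard error 0.18, adjusted p = 0.00157). Drebrin had the highest there, while the dimmer probeset of Myh10 was above it. The other members were Myh10, the actinins Actn1 and Actn4, and utrophin. All 8 were past the 15% FDR in limma, each with all 4 eluates above all 4 inputs, and stayed past it whichever replicate was left out.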

Eight of encoded proteins have been directly shown to localize to the podocyte foot processes, including the slit diaphragm: myosin IIa (Myh9), myosin IIb (Myh10), drebrin (Dbn1), spectrin-α2 (Spna2), spectrin-β2 (Spnb2), α-actinin-1 (Actn1), α-actinin-4 (Actn4), and utrophin (Utrn) [12], [15], [33]–[37]. As previously discussed, *Myh9* and *Actn4* encode proteins that are predominately expressed in the podocyte within the glomerulus and have been associated with genetic forms of glomerular disease. Interestingly, biochemical purification of Actn4 identified Myh9 as the predominant interacting protein, suggesting that interactions between these proteins are a part of a protein interaction network in podocytes that underlie maintenance of structural cytoskeletal integrity [38]. Notably in the list of genes that passed the 15% FDR, three positive probesets for *Actn4* were present in the top 30 ranked probesets, providing strong evidence of reproducible enrichment.

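α-Actinin-4 (Actn4), which crosslinks actin filaments, was higher in the eluates at all 3 of its probesets. The brightest had a log2 fold change of 2.32 (standard error 0.21, adjusted p = 0.000505), with a mean log2 signal of 11.83 ± 0.26 (SD, n = 4) in the inputs and 14.14 ± 0.27 (SD, n = 4) in the eluates. The others had log2 fold changes of 2.45 (standard error 0.22) and 2.24 (standard error 0.25, adjusted p = 0.00259 in limma). Ordered by log2 fold change over all 13902 tested probesets, the 3 stood at ranks 23, 24 and 29. In that order, their mean input signals were 1507, 3672 and 231.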

Nephrin is one of the most important proteins for maintenance of slit diaphragm structure and function. Numerous studies have shown that connections between the cytoplasmic tail of nephrin to the underlying actin cytoskeleton are critical for its function [39]. 

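The probeset of nephrin (Nphs1), the adhesion protein of the slit diaphragm, gave mean signals of 103 in the inputs and 90.9 in the eluates. It reached 100 on 4 of the 8 arrays and was not tested. Of 26 tested genes of a list of slit diaphragm and podocyte genes, 4 were higher past the 15% FDR in limma and none was lower (9 higher and 1 lower when adjusted over the list alone). The 4 were Actn4, Myh9, Myo1e and the intermediate filament protein nestin (Nes), all of Table 1. The median of the list was 0.18 (camera adjusted p = 2.50e-06, and adjusted p = 0.487 with an estimated correlation). Without the genes of Table 1 it was 0.17 over 22 genes (camera adjusted p = 0.0318, and adjusted p = 0.758 with an estimated correlation, run after the data were seen). Synaptopodin (Synpo), an actin-associated protein of foot processes, had a log2 fold change of 0.81 (standard error 0.34, adjusted p = 0.467) at its brighter probeset and -0.20 at the other. Within the 2 sets of arrays that the first principal component separates, the brighter probeset was at 0.72 and 0.89. Leaving out single replicates moved the median of this list between 0.07 and 0.37, and Synpo was past the cutoff without replicate 2.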

While the Nephrin mRNA was not detected in our podocyte cell line extracts by the single probeset corresponding to it, a number of nephrin-interacting proteins were identified in this study. For example, it has been suggested that IQGAP1, SPNA2, SPNB2, and actinin proteins form a “nephrin multiprotein complex” which are important components structurally and functionally linking nephrin to the actin cytoskeleton [35], [40]. 

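Iqgap1, a scaffold that crosslinks actin, had a log2 fold change of 2.05 (standard error 0.17, adjusted p = 0.000267). Its log2 signal was 11.53 ± 0.28 (SD, n = 4) in the inputs and 13.58 ± 0.12 (SD, n = 4) in the eluates, and its other probeset was at 2.28 (standard error 0.16). The transcripts of the 5 proteins of the complex, Iqgap1, both spectrins and both actinins, were measured by 12 tested probesets, and all 12 were enriched past the 15% FDR in limma. These 5 were named from the paper's enriched genes, selected on these arrays, so this is not independent evidence. Phospholipase C epsilon (Plce1), a signalling enzyme of the podocyte, had a log2 fold change of 0.24 (standard error 0.21, adjusted p = 0.810). All 5 genes of the complex were past the cutoff whichever replicate was left out.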

Interestingly, IQGAP1, an important cytoskeletal adhesion protein, not only colocalizes with Nephrin but also has been shown to interact with Phospholipase C epsilon (PLCE1). *PLCE1* mutations have been shown to result in familial nephrotic syndrome suggesting that such interactions may be crucial in cell adhesion and reorganization as well as maintaining the structural integrity of the actin cytoskeleton [34].

As has been shown for *ACTN4*, mutations in *TRPC6* are also associated with familial FSGS. TRPC6 has also been localized to the slit diaphragm and a recent study identified proteins associated with TRPC5 and TRPC6 [41]. 

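The cation channel Trpc6 of the slit diaphragm had a dim signal, with eluate 4 apart from the other eluates, and a log2 fold change of -0.14 (standard error 0.16, adjusted p = 0.879), while both probesets of Trpc5 stayed under a signal of 100 on all 8 arrays and were not tested. Transcripts of 11 cytoskeletal proteins found with TRPC5, which are both spectrins, 4 myosins, both actinins, drebrin and both neurabins, were all higher in the eluates. The paper names these 11 out of a longer list because their mRNAs were enriched, so the count was fixed by that choice. Their 21 tested probesets were all at least 2-fold enriched past the 15% FDR in limma. Among the 11 genes the log2 fold changes at the brightest probesets were lowest for Ppp1r9b and highest for Dbn1, with standard errors between 0.17 and 0.28. Without replicate 3, 10 of the 11 genes were past the cutoff, Myo5a being the exception. All 11 were with the pairs that give the p-values of Table S1 as the block, chosen after the data were seen.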

Using antibodies for TRPC5, this study listed 15 unique cytoskeletal proteins of which 11 were encoded by our target mRNAs: Spna2, Spnb2, Myh9, Myh10, Myo5a, Myo6, Actn1, Actn4, Dbn1, Pppar9a, and Ppp1r9b. While not all of these proteins were specifically shown to be TRPC6 binding proteins in this publication, one of the authors reports that at least eight, Spna2, Spnb2, Myh9, Myh10, Actn1, Acnt4, Dbn1, Gsn, do also specifically co-IP with TRPC6 (W.P. Schilling, personal communication). It has been suggested that TRPC6 functions at the slit diaphragm to transmit Ca flux into signaling pathways that are involved in reorganization of the actin cytoskeleton [42], [43]. Thus, these proteins that associate in complexes with TRPC6 may likewise comprise important components of the foot process cytoskeleton.

Abnormal expression levels of several of the enriched mRNAs have also been observed in various renal disease models. In a mouse model of HIV associated nephropathy (HIVAN), a reduction in the expression of filamin A (Flna) was seen in podocytes [44]. The authors suggested that reduced filamin expression was likely one factor that led to cytoskeletal abnormalities, or “softness” in HIVAN podocytes compared to wild-type podocytes. The mRNAs for *Flna*, *Flnb*, and *Flnc* were all enriched in our study, indicating that maintenance of their expression in response to stress thus might be one potential functional role of this isoform. By contrast, another of our highly enriched mRNAs, that encoding myosin IIb (*Myh10*) has been shown to be overexpressed in a number of glomerular disease models (e.g. [45]). Thus, collectively, review of the literature reveals that a number of the proteins encoded by the mRNAs we identified are implicated in critical functions of the podocyte and thus, by extension, may potentially be involved in glomerular pathogenesis as well.

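Filamins, which crosslink actin into networks, were higher in the eluates past the 15% FDR in limma. Filamin A (Flna) had a log2 fold change of 2.53 (standard error 0.19, adjusted p = 0.000191), or 5.79-fold, and filamin C (Flnc) one of 1.74 (standard error 0.20, adjusted p = 0.00282), or 3.33-fold. The mean log2 signal of Flna was 11.63 ± 0.30 (SD, n = 4) in the inputs and 14.16 ± 0.23 (SD, n = 4) in the eluates. Both were past the cutoff whichever replicate was left out. The difference between them was not tested.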

### Enrichment of co-purified mRNAs was not WT1(+KTS) dependent

To date α-actinin-1 (*Actn1*) is the only identified cellular mRNA shown to be bound by WT1(+KTS) [46]. Two positive probesets for *Actn1* were present in the top 88 ranked probesets. This observation was consistent with the hypothesis that the mRNAs that we identified were bound by and associated specifically with WT1(+KTS). However, we were surprised to find that in subsequent validations, we detemined that the enrichment these mRNAs was clearly not due to association with WT1(+KTS).

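α-Actinin-1 (Actn1), a crosslinker of actin filaments at adhesions and stress fibres, was higher in the eluates at both of its probesets. The brighter had a log2 fold change of 1.86 (standard error 0.24, adjusted p = 0.00592), with a mean log2 signal of 9.10 ± 0.46 (SD, n = 4) in the inputs and 10.96 ± 0.33 (SD, n = 4) in the eluates. The dimmer had mean signals of 104 in the inputs and 224 in the eluates and a log2 fold change of 1.09 (standard error 0.24, adjusted p = 0.135 in limma). Over all tested probesets ordered by log2 fold change, they stood at ranks 41 and 91.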

Further validation experiments using qRT-PCR were carried out to more definitively determine whether the enrichment of these mRNAs was specifically due to association with WT1(+KTS). Additional pulldowns were performed, using cell extracts from MPC-5 cells stably expressing WT1(+KTS)-FF-ZZ, but also using control cell extracts from MPC-5 cells expressing the empty vector plasmid. Because of the significant enrichment of *Myh10*, we used qRT-PCR analysis of *Myh10* transcripts for these validation steps. To our initial surprise, we noted a significant enrichment of *Myh10* mRNA in the eluates of both the experimental (Figure 3A) and control samples (Figure 3B). These results were highly reproducible and thus the enrichment of *Myh10* in the pulldowns using empty vector control extracts clearly indicated that the enrichment of this mRNA did not require an association with WT1(+KTS). WT1(+KTS) independent enrichment of a number of the other candidate mRNAs was also confirmed by qRT-PCR in the empty vector pulldowns, including *Dbn1* (data not shown). Thus, despite the identification of a previously described WT1(+KTS) target mRNA in the results and the remarkable physiologically relevant functions of the encoded proteins, these results established that their identification was not due to WT1(+KTS) binding as envisioned by the experimental design.

**Figure 3:**
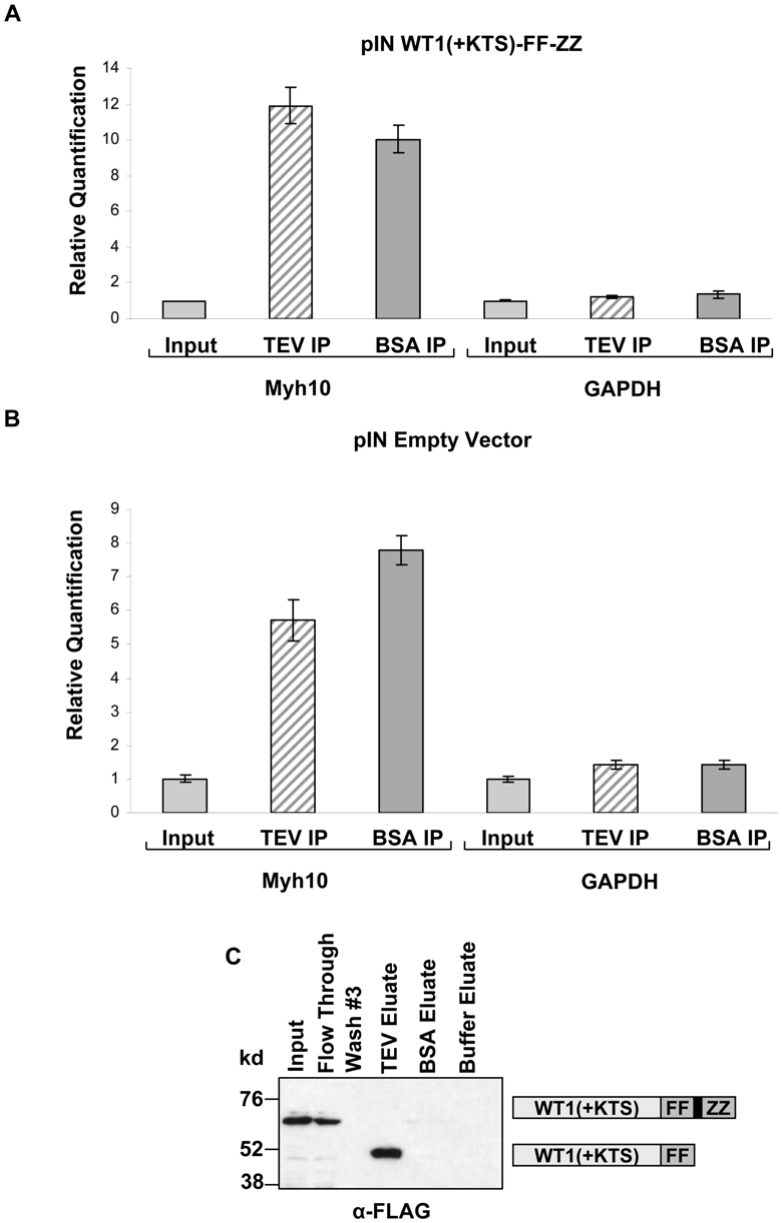
The enrichment of the mRNAs in the pulldown assays does not require association with WT1(+KTS). (A) Elution of Myh10 mRNA from WT1(+KTS)-FF-ZZ containing IgG beads occurs with addition of bovine serum albumen (BSA) as well as TEV protease. Shown is qRT-PCR analysis of Myh10 and Gapdh in IP's using cell extracts from MPC-5 cells stably expressing WT1(+KTS)-FF-ZZ. Mean expression values from triplicate assays±SD are shown relative to Input samples. (B) The same enrichment of Myh10 mRNA shown in (A) in response to TEV protease and BSA using extracts from cells expressing the pIN empty vector. Mean expression values from triplicate assays±SD are shown relative to Input samples. (C) Immunoblot demonstrating that WT1(+KTS)-FF-ZZ elution occurs only upon addition of TEV protease and not with addition of BSA or TEV cleavage buffer alone. Presence of the FLAG tagged WT1(+KTS) protein was determined using anti-FLAG antibodies.

### Protein components of the actin cytoskeleton were co-purified with the enriched mRNAs

Although the co-purified mRNAs were not enriched due to an association with WT1(+KTS), the significant examples of their common functions in the actin cytoskeleton raised the question as to how or why they were specifically enriched in the pull down assays. Given the functional interrelationships among the set of identified transcripts, we therefore sought to determine the basis on which purification approach unveiled this subset of enriched mRNAs.

We initially hypothesized that the common enrichment of these mRNAs was due to an association with other RBPs, protein complexes, or a soluble protein fraction in the purified eluate samples. Therefore mass spectrometry was used to identify proteins in the purified eluates following TEV protease cleavage. It should be noted that this analysis was completed from bands that were excised from the WT1(+KTS) gel pictured in Figure 4A. This analysis revealed a predominant presence of actin, tubulin, and elongation factor 1α (EF1α) in the purified eluates. Alpha and gamma subunits of actin were identified corresponding to a total of 98 peptide matches of the protein sequence, beta and alpha tubulin subunits were identified corresponding to a total of 526 peptide matches of the protein sequence, and EF1α was identified corresponding to 52 peptide matches of the protein sequence.

**Figure 4:**
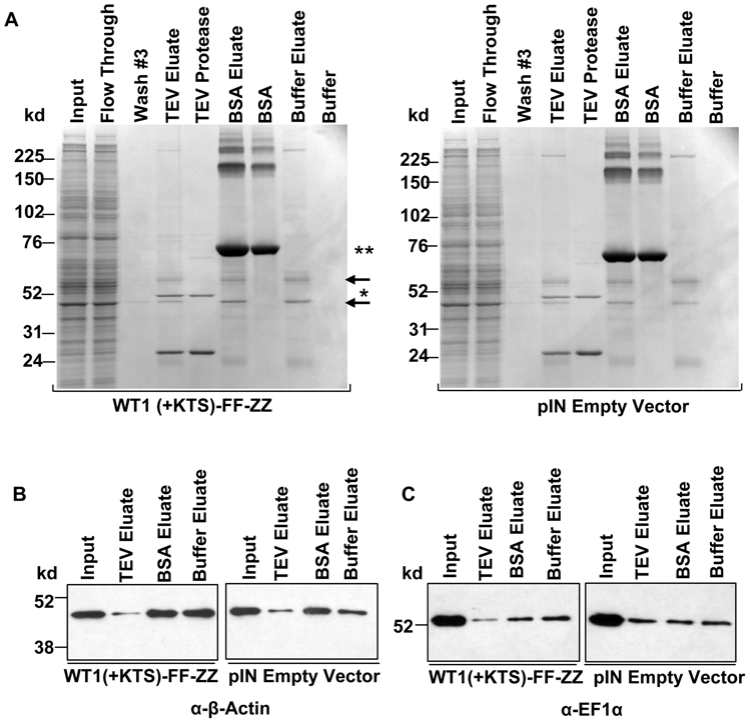
Protein components of the actin cytoskeleton are present in eluates used to identify the enriched subset of mRNAs. (A) Coomassie stained gels demonstrating proteins present in the IP eluates using MPC-5 cell extracts stably expressing WT1(+KTS)-FF-ZZ or empty vector expression constructs. Arrows correspond to the bands from TEV eluate lane of the WT1(+KTS)-FF-ZZ gel that were excised and submitted for mass spectrometry analysis. The same arrows also indicate the bands which correspond to tubulin and elongation factor 1α (top arrow) and actin (bottom arrow). * indicates TEV protease and ** indicates BSA bands. The actin (B) and elongation factor 1α (C) proteins are not enriched in the eluates from IgG beads. Immunoblots confirming the presence, but lack of enrichment of β-actin and elongation factor 1α in eluate samples from WT1(+KTS)-FF-ZZ and empty vector control pulldowns with anti-β-actin and anti-elongation factor 1α antibodies.

The presence of actin and tubulin in the eluate fractions, suggested that a fraction containing cytoskeletal structural proteins may in part have accounted for our findings. However, it was not clear how these proteins might have been eluted following TEV protease cleavage given the specificity of this protease. We thus investigated whether the cleavage step of the ‘ZZ-tag’ by the TEV protease was in fact required for enrichment of these proteins and mRNAs. In order to investigate the role of the TEV protease, three separate pulldowns were completed using cell extracts from MPC-5 cells stably expressing WT1(+KTS). As an additional control, cell extracts from cells stably expressing the empty expression vector were used. In these pulldowns, MPC-5 cell extracts were incubated with IgG Sepharose Fastflow beads, washed, and eluted either by adding TEV protease to the column to promote cleavage of the ZZ-tag, an equal amount of BSA in place of TEV protease, or buffer alone to the column. Coomassie staining comparing each of these eluates revealed that, other than the bands corresponding to TEV protease or BSA bands, the eluates in all three cases revealed essentially the same set of protein bands (Figure 4A). Furthermore, the same bands were also seen in eluates from the empty vector control extracts. These bands represent those submitted for mass spectrometry analysis and therefore their presence in the eluates was not only independent of WT1(+KTS), but also did not specifically require elution with TEV protease (Figure 4A). The presence of β-actin and EF1α were also confirmed by Western blotting (Figure 4B and C). qRT-PCR analysis of these pulldowns also demonstrated that enrichment of *Myh10* mRNA was similarly observed in eluate samples using TEV protease or the BSA (Figure 3A and B). Additional Western blots confirmed that FLAG-tagged WT1 was still present in the TEV protease eluates following cleavage by TEV protease but, as expected, was not present in control pulldowns using BSA or buffer alone, providing definitive evidence that WT1 was not required for mRNA enrichment (Figure 3C).

Collectively, these data demonstrate that TEV protease cleavage and the presence of WT1(+KTS) was not required for identification of these mRNAs. The most straightforward technical detail to account for the presence of these proteins and mRNAs is based on the method by which washes and the elutions were carried out by spin column chromatography. The flow through and wash fractions were harvested by pelleting of the beads by centrifugation and removal of the respective supernatant fractions. While the final wash fractions were reproducibly clear of significant amounts of protein, the subsequent elutions were then performed using microbiospin columns. At this step then, the beads were trapped in the column and the eluates harvested from the material that was centrifuged through the filter contained residual protein material that previously was trapped with the beads. This data suggests that in these experiments the actin, tubulin, and EF1α were trapped by the IgG Sepharose Fastflow beads at each wash step and during the final elution, a semi-soluble fraction was forced through the column. Importantly, Western blots comparing input and purified eluate samples probing for Myh10, Dbn1, and IQGAP1 demonstrated little or no protein present in the purified eluate samples, compared to strong signals in the input samples (data not shown). This suggests that identification of these transcripts did not result from trapping of the cytoskeletal proteins that were encoded by the respective mRNAs. Rather, the protein fraction obtained likely represented a cytoplasmic complex of proteins in which the mRNAs identified by microarray analysis were associated and subsequently enriched relative to the input fractions.

In an attempt to further account for the co-enrichment of these mRNAs we also used a number of bioinformatics algorithms to investigate whether a common sequence motif could be identified in these transcripts. This analysis included the 3′ untranslated regions (UTRs) as well a 5′ UTRs and coding sequences. However, we were unable to identify a sequence motif that was common to most of these mRNAs and we did not identify significant enrichment for the binding sites of known RNA binding proteins (data not shown). These findings thus cannot establish whether these co-regulated mRNAs are bound by a single trans-acting factor, but suggest that more than one RNA binding protein is involved in their regulation. However, we suspect that the co-enrichment of these mRNAs in the purifications itself was not dependent upon direct binding to one or more of these trans-factors.

## Discussion

The structural and functional integrity of the podocyte is essential for the maintenance of the glomerular filtration barrier and components of the actin cytoskeleton have been shown to be crucial for podocyte function and response to stress and injury. However, it has also been noted that the podocyte cytoskeleton remains to be fully defined and thus it is likely that numerous undiscovered components are also important for podocyte function [44]. While our experiments were designed to uncover WT1(+KTS) associated mRNAs, we nonetheless identified through serendipity a subset of mRNA transcripts that encode for proteins that exhibit a remarkable degree of interactions with one another as components of the actin cytoskeleton. Extensive literature reveals that there are numerous instances in which these encoded proteins have been shown to interact with one another and/or to be present in common protein complexes in podocytes or other polarized cell types. Considering the collective set of interactions among these proteins and other well characterized podocyte proteins, a putative cytoskeletal “interactome” comprising these proteins can be envisioned (Figure 5). The protein interactions shown in this diagram represent known interactions that constitute important components of the actin cytoskeleton. However, numerous proteins with less well described functions that were identified in our analysis may also be shown to contribute important functions to this interactome. Thus, together, the collective links between these proteins suggests that they contribute to the structure and function of podocytes and to the reorganization of the cytoskeleton that occurs in response to the normal stresses involved in sustaining filtration function as well as in response to injury. Importantly, the genes that encode several of these mRNAs (e.g. *Actn4, Myh9*) have previously been implicated in genetic forms of kidney disease or the encoded proteins have been shown to interact with gene products that have been shown to play a role in glomerular disease. Consequently, given these direct and indirect links between the proteins and genetic glomerular diseases, we suggest that the genes we identified might be considered candidate genes whose mutation may also lead to glomerular disease due to podocyte pathophysiology. Furthermore, the proteins, pathways and structural interactions that are defined by these mRNAs may also be involved in the pathophysiology of secondary causes of the nephritic syndrome that may interfere with their function through alternative mechanisms. In sum, we hypothesize that the proteins encoded by these mRNAs include a number of previously uncharacterized podocyte proteins that might play essential roles in maintaining the morphology and function of this highly specialized cell type. It is hoped that the importance of the defined proteins, including previously uncharacterized proteins, and their interactions in the podocyte will be better clarified through future cellular and molecular investigations.

**Figure 5:**
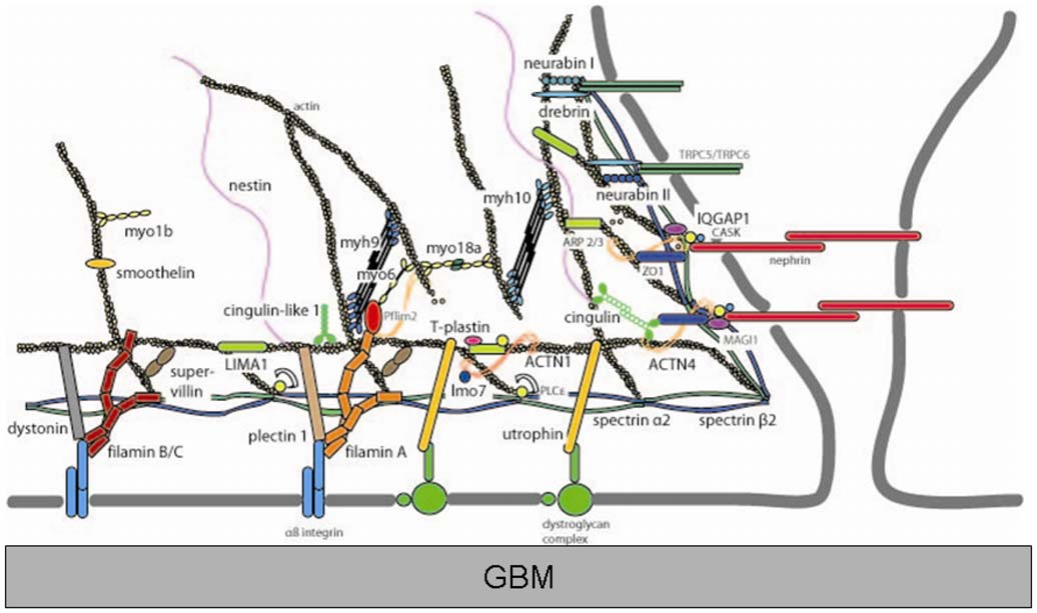
Schematic representation of a hypothesized podocyte protein “interactome” encoded by enriched mRNAs. Large black type indicates proteins encoded by mRNAs identified in this study. Smaller grey type is used to indicate several known podocyte foot process proteins in order to orient the figure. The interactions shown represent published results showing either direct interactions or presence in common protein complexes.

The proteins encoded by these mRNAs may not only play an important role in maintaining the structure of the podocyte actin cytoskeleton, but also function in regulating the actin cytoskeleton in other polarized cell types. Structural and functional parallels have been drawn between the podocyte slit diaphragm and other sites of cell-cell contact, including adherens junctions and post-synaptic dendritic spines [47]–[50]. A number of important analogies between podocytes and neurons suggest that they have several common structural and functional features [47]. For example, both have a well developed and dense actin cytoskeleton and cellular processes. An important cytoskeletal component of podocytes, synaptopodin, has also been shown to have important functions in synaptic transmission at dendritic spines and another important dendritic spine component, dendrin, was recently shown to also be a component of the slit diaphragm [47], [51]. The submembranous region of both dendritic spines and slit diaphragms consists of detergent insoluble protein complexes that are believed to be organizers of signaling complexes. In the podocyte (and other cell types) these have been referred to as “lipid rafts,” whereas a well studied analogous structure at the dendritic spines is termed the post-synaptic density (PSD) [50]. Interestingly, several of the proteins encoded by these mRNAs are dendritic spine proteins that have been extensively characterized to have essential functions during synaptic development and function. In all, 15 of the enriched mRNAs have been shown by several studies to be components of dendritic spines generally, or specifically in the post-synaptic densities (PSD): MYH10, DBN1, IQGAP1, PPP1R9A, PPP1R9B, SPNB2, MYO6, ACTN4, ACTN1, MYH9, MYO18A, MYO1B, MYO5A, GSN, and PLEC1 [52]. Additionally, the podocyte foot processes have important parallels with other dynamic actin-based cellular projections such as lamellipodia, filopodia, podosomes, and pseudopodia [42], [53]. 

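Transcripts of the 15 dendritic spine proteins were all at least 2-fold higher in the eluates past the 15% FDR in limma. The paper chose them from its enriched genes, which were selected on these arrays at the same cutoffs, so these counts are not independent evidence. The lowest was gelsolin (Gsn), which severs and caps actin filaments, with a log2 fold change of 1.14 (standard error 0.17, adjusted p = 0.0200) and mean signals of 169.5 in the inputs and 369 in the eluates. Drebrin, a marker of spines, was the highest. Both hold at the brightest probesets, and the dimmer probeset of Myh10 was above that of drebrin. Of 26 tested probesets of these genes, all 26 were enriched, and for each gene the 4 eluates lay above the 4 inputs. Myo5a and Gsn were not past the cutoff without replicate 3. All 15 genes were with the pairs that give the p-values of Table S1 as the block, chosen after the data were seen.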

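Transcripts of 12 proteins of lamellipodia, filopodia and other actin-based projections were higher in the eluates, all at least 2-fold and past the 15% FDR in limma. This group too was chosen from the paper's enriched genes, so its counts are not independent evidence. Among them were the myosins Myo6 and Myh9, the filamins Flna and Flnc, both actinins, Iqgap1, plastin 3 (Pls3) and drebrin. The median over the 12 genes was 1.95 on the log2 scale. Their 18 tested probesets were all enriched. Pls3 was not past the cutoff without replicate 1 or without replicate 3. All 12 genes were with the pairs that give the p-values of Table S1 as the block, chosen after the data were seen.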

A number of the proteins encoded by these mRNAs have been shown to be components of or participate in formation of these cellular compartments: MYO6, IQGAP1, T-plastin, MYH9, actinin, filamin, MYO18A, drebrin, and MYO1B [36], [54]–[57]. Thus, it may prove the case that some of the other less characterized proteins encoded by the co-purified mRNAs will also be found to be important components of microfilament networks in these subcellular structures and processes.

The unexpected finding that the identified transcripts were not associated with WT1(+KTS) prompted us to attempt to uncover a plausible explanation to account for the identification of this subset of mRNAs encoding a remarkable functionally interrelated set of proteins. The identification of actin and EF1α in the co-eluted fractions provides some insight into the means by which these mRNAs were enriched and may further provide mechanistic insights into the cell biological implications of their co-enrichment. Most simply, it appears that semi-soluble cytoskeletal protein complexes were trapped on the beads during washes, but eluted when this material was more forcefully separated from the beads using a spin column. This possibility would be consistent with a previous study showing that components of the actin cytoskeleton, including actinins and filamins can be physically entrapped on magnetic microbeads [58]. However, one explanation that might then be suggested is that the mRNAs we identified were all co-purified in association with the encoded proteins. However, this not likely the case as Western blots comparing input and purified eluate samples probing for Myh10, Dbn1, and Iqgap1 resulted in strong signals for these proteins in the respective input samples. By contrast, there was little or no detectable level of these proteins eluate samples (data not shown). Since only the mRNAs and not the corresponding proteins were enriched in the purified eluate samples, these results suggest that our mRNAs were not merely identified by means of trapping or pulling down protein components of the cytoskeleton. Although it is possible that the co-purification of these mRNAs may have occurred due to unanticipated binding of a different RNA binding protein to the column, we find this less likely. Our mass spectrometry data are not consistent with this possibility and the lack of a common binding motif among these transcripts suggests they are bound by more than a single RNA binding protein.

The presence of EF1α might provide additional insight into how these mRNAs may have been identified and suggest the interesting hypothesis that they share a common subcellular localization and undergo localized translation. EF1α has been shown to associate with the cytoskeleton through actin binding sites. It has further been proposed that EF1α associated with a subpopulation of actin filaments to which mRNA is localized [59]. The same authors further proposed that EF1α may bind localized mRNAs to actin filaments at sites where they are anchored. It is worth noting in the context of analogies between the podocyte slit diaphragm and neuronal dendrites that numerous mRNAs that encode dendritic proteins are themselves localized to dendritic spines where they appear to be dynamically translated at their sites of expression [60] Just as a number of the proteins encoded by these mRNA are localized to dendrites, it is also noteworthy that 15 of the enriched mRNAs themselves have been shown to localize to dendritic spines, the post-synaptic density, or (in one case) at the post-synaptic membrane of the neuromuscular junction: *Ppp1r9b*, *Dbn1*, *Myh9*, *Plec1*, *Spna2*, *Spnb2*, *Actn4*, *Actn1*, *Gsn*, *Nes, Pls3, Utrn*, *Dst*, *Myo1b*, *Shrm* [61]–[69]. 

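Of these 15 transcripts, 14 were at least 2-fold higher in the eluates past the 15% FDR in limma, the exception being Shroom3 (Shrm in the paper). All 15 were picked from the paper's enriched genes, selected on these arrays, so the counts are not independent evidence. Nestin (Nes), an intermediate filament protein, had a log2 fold change of 2.29 (standard error 0.22, adjusted p = 0.000901), with a mean log2 signal of 10.04 ± 0.21 (SD, n = 4) in the inputs and 12.33 ± 0.51 (SD, n = 4) in the eluates. Of the 27 tested probesets of the 15 genes, 26 were enriched. For all 15 genes, Shroom3 included, the 4 eluates lay above the 4 inputs. Without replicate 1, 13 genes were past the cutoff, and without replicate 3, 12 were, Pls3 and Gsn being the further exceptions, while all 15 were without replicate 2, without replicate 4 (14 of them at least 2-fold higher) and with the pairs that give the p-values of Table S1 as the block, which were chosen after the data were seen.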

Since 7 of these proteins (as well as Myh10) have been shown to be localized to podocyte foot processes, these collective observations raise an interesting speculation that a number of the RNA transcripts we identified may similarly be localized at the slit diaphragm. It might be the case that these transcripts undergo dynamic translation at sites of expression in foot processes in response to extracellular cues and signaling pathways. However, while this is an intriguing possibility, further more complex cell biological studies would clearly be needed to provide direct evidence of this hypothesis.

Despite the potential implications of this work towards the identification of a putative protein interaction network, we were unfortunately unable to provide further insight into the hypothesized roles of WT1(+KTS) as an RNA binding protein. While we were unable to identify true WT1-associated mRNAs in this work, a number of technical factors may have interfered with the identification of such mRNAs. For example, the significant enrichment of mRNAs that were present in the semi-soluble protein fractions that we isolated may have masked the identification of such transcripts. Thus, further studies are needed to further investigate the proposed post-transcriptional functions of WT1 in podocytes as well as other cell types in which it is expressed.

In conclusion, while the findings we obtained were not successful in identifying novel WT1(+KTS) RNA targets, the mRNAs identified through microarray analysis revealed a surprising set of gene products with remarkably interrelated functions in maintenance of the actin cytoskeleton, including several with known important roles in podocytes as well as neuronal dendrites. Further investigation of several of the less well characterized proteins encoded by these mRNAs may uncover previously unknown components and pathways that are essential for the function of these specialized cell types.

## Materials and Methods

### Plasmids

The expression vector used to facilitate production of C-terminal FF-ZZ tagged WT1(+KTS) in stably transfected MPC-5 mouse podocyte cells has previously been described in detail [27].

### Cell Culture

MPC-5 cells were propagated at 33^°^C in RPMI 1640 with 25 mM HEPES cell culture medium (Gibco) supplemented with 10% fetal bovine serum, 10 U/ml interferon gamma (Boehringer), 100 units/ml penicillin, 100 mg/ml streptomycin, 10 µg/ml insulin-transferrin-sodium selenite (Roche). The MPC-5 cells were allowed to differentiate by withdrawal of interferon gamma from the culture medium and transferred from 33^°^C to 37^°^C for 14 days [29]. Cells were transfected using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions and stable selection was carried out using 0.5 µg/ml of G418 (Gibco).

### Preparation of cell extracts and quantification of protein content

MPC-5 cell extracts were prepared as previously described in [27]. The total amount of protein in extract preparations was quantified using the Bradford protein assay (Bio-Rad). All extracts were prepared from differentiated MPC-5 cells.

### Ribonucleoprotein immunoprecipitation (RNP-IP) and RNA precipitation

Immunoprecipitation using IgG resin (Amersham) binding to the ZZ epitope tag of recombinant WT1 protein has previously been described, with the exception that RNase A was not added with the third wash in step 23 ([27]; steps 18 through 28). After TEV protease-cleavage and elution from the IgG beads, the eluted ribonucleoprotein fraction was directly subjected to RNA precipitation using TRIzol reagent (Invitrogen) per manufacturer's instructions. This RNA precipitation was carried out concomitantly with that of the respective input sample. RNA samples were quantified and confirmed for purity using the NanoDrop spectrophotometer and Agilent Bioanalyzer, respectively.

### mRNA amplification, labeling, and hybridization to Illumina mouse Sentrix-6 microarrays

650 ng of purified total RNA from four replicates each of input control extract or immunoprecipitated sample were single-round amplified and biotin-labeled using the Ambion Message-Amp II-Biotin Enhanced RNA amplification kit (Applied Biosystems) according to manufacturer's instructions. Amplified cRNA samples were quantified and confirmed for purity using the NanoDrop spectrophotometer and Agilent Bioanalyzer, respectively. After fragmentation, the biotin-labeled antisense cRNAs were hybridized to Illumina Sentrix-6 Mouse Expression Beadchip (Illumina) containing 46,657 probe sets. Raw data from the microarray analysis has been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) website under accession code GSE16942.

### Microarray Analysis

The results were first filtered for probesets that were detected above an expression threshold (“MPC-5 transcriptome”). Spotfire 9.0 was used to select probesets among the experimental hybridization samples with a detection value of≥0.95 (p-value 0.05) in at least three of the four experimental replicates. 

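In the deposited values, 13902 of 46643 probesets had a signal of at least 100 on at least 3 of the 4 eluate arrays, and they stand for 8674 annotated genes. From 13143 probesets in input 4 to 17534 in eluate 4 had a signal of at least 100. With 3 of 4 arrays of either fraction required, 14803 probesets passed, and with all 8 arrays required, 12446 did. Transcripts of the podocyte proteins Synpo, Actn4 and Myh9 were among those tested, while the 2 probesets of Wt1 did not reach 100 on any array, the highest signal being 91.2. The cells expressed tagged WT1(+KTS), so these probesets do not show that Wt1 transcripts were absent.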

Of the 46,657 probesets on the CHIP, 15,094 probesets passed this detectable expression filter, which roughly corresponded to a signal intensity of approximately 100 at the lower end. After log_2_ transformation, a two way mixed model ANOVA across all four pairs was used to calculate false discovery rates (FDR) using the resulting p-values according to the Benjamini-Hochberg method as implemented in Partek Genomics Suite v. 6.3 [70]. Using a 15% FDR cutoff we identified a total of1764 probesets that demonstrated a difference in average expression between to experimental and control sets (including both positive or negative differences). 

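Of 13902 tested probesets, 156 differed between eluates and inputs past the 15% FDR in limma. 152 were higher in the eluates and 4 were lower, and this balance depends on the fit, with 497 higher and 335 lower with no replicate block and 477 and 336 with quantile normalization. The lower ones were LOC380906, an unnamed probeset at -0.90, Rc3h2, a relative of the RNA-binding protein roquin, with a log2 fold change of -0.76 (standard error 0.16, adjusted p = 0.104), and Zc3h14, a poly(A)-binding zinc finger protein, with one of -0.69 (standard error 0.16, adjusted p = 0.147). Eluate 1 of Zc3h14 lay apart from the other eluates, as did eluate 2 of Snrnp200. Higher by less than 2-fold were, among others, the splicing helicase Snrnp200 with 0.85 (standard error 0.16, adjusted p = 0.0697), the pyrimidine synthesis enzyme Cad with 0.87 (standard error 0.19, adjusted p = 0.137) and the mitotic kinesin Kif23 with 0.80 (standard error 0.17, adjusted p = 0.117). The number also depends on the fit. It was 832 with no replicate block, 813 with quantile normalization, 390 with no filter, and from 53 to 1474 with 1 replicate left out (53 without replicate 3 and 1474 without replicate 4). With no moderation of the variance none passed, while in limma 1403 had an unadjusted p under 0.05. The replicate numbers do not pair the samples. With the pairs that give the p-values of Table S1 as the block, 5539 differed with moderation (2664 higher and 2875 lower) and 2069 without, and with the 2 sets of arrays that the first principal component separates as the block 4124 did (2006 higher and 2118 lower), all chosen after the data were seen.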

The complete list of these probesets is presented in Table S1.

### Gene Ontogeny (GO) Analysis

Of the 60 genes that passed the 15% FDR and the two-fold cutoff, 55 either had pre-assigned Human Gene Nomencltaure Committee (HCGN) approved gene symbols in the data output, or the gene symbol could be manually assigned by searching BLAT in the UCSC genome browser using the probe sequence. These 55 symbols were input as a gene list into the DAVID Bioinformatics Database and assigned DAVID ID's. The three riken clones that passed the 15% FDR and two-fold cutoff were excluded from this analysis. Of the over 15,000 genes that passed the expression threshold, less than half could be identified in the DAVID Bioinformatics Database and assigned DAVID ID's using the available accession numbers in the results files. Therefore, we instead used the entire mouse genome list in DAVID as the background set for the comparison with the 55 genes from the enriched dataset. GO analysis was completed analyzing all molecular functions, cellular components, and biological processes [31], [32].

### Antibodies and Immunoblotting

Immunoblotting was performed as described in [71]. Antibodies used were anti-flag M2 mouse monoclonal antibody (Sigma; 1∶1,000 dilution), Anti-anti-β-actin clone AC-15 (Sigma; 1∶1000 dilution), anti-elongation factor tu clone sc-21758 (Santa Cruz; 1∶50 dilution).

### Real-time qRT-PCR

One microgram of total RNA was used to generate cDNA with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Analysis was performed in triplicate using TaqMan Gene Expression Assays for Myh10 (Assay ID: Mm00805131_m1), Flnb (Assay ID: Mm01311723_m1), Dbn1 (Assay ID: Mm00517314_m1), Svil (Assay ID: Mm01233200_m1), Spnb2 (Assay ID: Mm00486365_m1), Actn4 (Assay ID: Mm00502489_m1), Nes (Assay ID: Mm00450205_m1), Iqgap1 (Assay ID: Mm01313746_m1), Spna2 (Assay ID: Mm01326617_m1), Dst (Assay ID: Mm01227142_m1), Actn1 (Mm01304398_m1), Tmod3 (Assay ID: Mm00497523_m1), Gapdh (Assay ID: Mm99999915_g1) normalized to Ubiquitin C (Assay ID: Mm01201237_m1) (Applied Biosystems). The ddCt method of relative quantification was used on a 7500 Fast Real-Time PCR machine with SDS software (Applied Biosystems).

## Supporting Information

Table S1 Complete list of all probesets that passed the expression filter
(0.29 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

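RNA of 4 input extracts and 4 eluates of IgG bead pulldowns was measured on Illumina Sentrix-6 mouse arrays, from MPC-5 podocytes that expressed tagged WT1(+KTS) and had differentiated for 14 days at 37°C. The submitters' processing notes name BeadStudio and Partek 6.4. The table used is the deposited series table, in which the authors give the log2 of their signal. Its averages per fraction, taken back from log2, differed from those of Table S1 by at most 0.00308%, and its log2 fold changes by at most 5.88e-05, which settles scale and direction. Which normalization the authors applied, if any, is not given in the sources used here. Another 24 columns of values per sample stand in other deposited tables under names that match no sample label, and they were not used.

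Probesets were named by the platform annotation, with symbols updated through Entrez IDs, and otherwise by Table 1 or Table S1. Of 46643 probesets, 32794 have 1 gene symbol, 55 have several, none of which was used as a name, and 13794 have none. For 277 probesets the name comes from the study's tables alone, and these did not enter the tests of gene lists. Among them are those of Flna, Sptan1, Myo6 and Lmo7 and the enriched one of Mical3. 2 ranks in Table 1 stand under another gene than in Table S1, and the probeset ID decided.

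The signal was floored at 16, which changed no value, since the lowest was 31.2. Probesets with a signal of at least 100 on at least 3 of the 4 eluate arrays were tested. The filter planned was the detection value of the study, and the signal filter was set as its replacement. The log2 signal was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the replicate number and the fraction, and p-values were adjusted by the Benjamini-Hochberg method over the 13902 probesets. Probesets past an adjusted p of 0.15 are said to differ, and those that are also at least 2-fold higher in the eluates are said to be enriched. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

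The methods of the study use pairs of a pulldown and its parallel input. The block by replicate number was set before the data were examined, and it is not the pairing that gives the p-values of Table S1.

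22 gene lists were written before the data were examined but after Table 1 had been read, as were the design, the alternatives and the rule for the genes named. They cover large and small actin-binding proteins, myosin heavy chains, actins with tubulins and EF1 alpha, intermediate filaments and plakins, microtubule-associated proteins, the centrosome, very large cytosolic, nuclear and membrane proteins, podocyte genes, cell junctions, protrusion-localised mRNAs, translation factors, ER chaperones, DNA replication, immediate early genes, other kidney cell types, ribosomal proteins, oxidative phosphorylation, histones and C2H2 zinc finger proteins. Each list with at least 5 tested genes was tested against the other genes with camera at a preset correlation of 0.01 and an adjusted p of 0.05, with 1 probeset per gene, and its overlap with the enriched genes with a one-sided Fisher's exact test. The genes named are those of Table 1, other genes the paper names, the 10 with the largest increase and the 10 with the largest decrease past the cutoff, up to 4 leading members of each list, and a few control genes. Members of Table 1 were known from the paper with their folds.

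The fit was tested on simulated data for this comparison, with 13902 probesets of which 50 were changed at each of 4 fold sizes. It called 24% of those changed 1.5-fold, 80% at 2-fold, 92% at 4-fold and 100% at 8-fold, and 12.9% of its calls were false. The simulated noise was independent between probesets and its blocks followed the replicate numbers, so these shares need not hold for the real arrays. Alternatives were no replicate block, quantile normalization, other filters and floors, a fit with no moderation of the variance, a stricter cutoff, leaving out each replicate number in turn, other tests and members of the lists, and, added after the data were seen, another background correction and other blocks. The arrays give no counts, so precision rests on their number, 4 in each fraction.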

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

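The blocks by array set and by the pairs of Table S1 and the normexp correction were chosen after the data were seen, as were the splits without the genes of Table 1 and by its pairs and the subset of 7 dim genes, and the test of unequal probesets was chosen after unequal folds had been seen in Table S1.

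The large actin-binding proteins had a median log2 fold change of 0.78 in the eluates, and of 35 splits of the 8 arrays into 4 and 4, 1 gave a median as large, the real one, with 0.77 as the highest of the others, but 19 of the 45 genes are of Table 1, which was drawn from these arrays. Without these genes the median was 0.28, and 4 of the 35 splits gave one as large, with 0.483 as the highest of the others, so chance cannot be excluded, while the 8 splits that part all 4 pairs of Table S1, with 0.209 as the highest of the others, are too few for a share under 0.05. For the whole list the highest of the others in these 8 splits was 0.442, and the same limit holds. The median of the whole list was 0.992 times as large with quantile normalization and 1.01 times with normexp and quantile normalization, but both start from the authors' processed signal, so their normalization stays open. That mRNAs of very large proteins are enriched whatever their function cannot be told apart from an enrichment by function, since the median of the very large nuclear proteins was 0.500 times that of the actin-binding list (95% interval 0.262 to 1.21), at the edge of what protein size would need, while the cytosolic and membrane lists had 0.211 and 0.254. The 95% intervals in this paragraph come from resampling the genes of each list as if they were independent. They do not measure the spread between samples. Outside Table 1, the median of the very large nuclear proteins, 0.38, was above that of the large actin-binding list, 0.28. The cytosolic and membrane lists then had medians of 0.16 and 0.20. That mRNAs of actin-binding proteins are enriched whatever their size also stays open, since the ratio of the small actin-binding list, 0.193, was low but had a 95% interval of 0.0561 to 0.526. With the genes of Table 1 left out of both, the small list had a median of 0.14, against 0.28 for the large one. By their labels the arrays differ in fraction and replicate number alone, so no further explanation was tested.

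Without a block, 95 probesets were at least 2-fold apart between eluates and inputs in either direction and 832 differed. Of the 35 splits, 2 gave as many in each count, so chance cannot be excluded by them. The other split sets inputs 1 and 2 with eluates 1 and 4 against the remaining arrays, which keeps the pairs of Table S1 together, and gave 513 and 6250, which points to a structure of the samples that the first principal component (56.7% of the variance) also separates. No source used here names a batch, so what it may come from stays open, but each set holds both fractions, and with the array set as a block 97 probesets were at least 2-fold higher, 3 at least 2-fold lower and 4124 differed. All 91 enriched probesets were higher in the eluates of both sets, 70 of them at least 2-fold in each, and no split other than these gave any probeset that differed.

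Probesets of 1 enriched gene often had unequal folds, as for Svil. If background signal lowered the folds of dim probesets, a background correction could bring them closer. With normexp and quantile normalization the median ratio of the smallest to the largest log2 fold change of a gene rose by 0.021 over 24 genes, from 0.721 to 0.742 (95% interval of the rise from -0.04 to 0.14), and by 0.103 to 0.156 in each of the 7 genes whose dimmest probeset had an input signal under 100. The probeset brighter in the inputs had the larger fold in 13 of the 24 genes, a share of 0.542, and in 6 of these 7. Over the 24 genes, the rise and the share were both below those set in advance for background. Background still cannot be told apart from other sources, since the interval reaches past the rise set in advance as the bound against it. A background correction also raises folds at low signal in any case.

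For 8 of 156 groups of 4 arrays, 1 array lay apart from the rest, where 7.8 are expected by chance at 1 in 20. The gap to the nearest array over the range of the group was 0.886 for Svil in input 4, 0.949 for Plec in input 3, 0.877 for Pls3 in input 2 and 0.934 in eluate 1, 0.861 for Trpc6 in eluate 4, 0.852 for Zc3h14 in eluate 1, 0.944 for Snrnp200 in eluate 2 and 0.855 for Kank2 in eluate 3.

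7 enriched probesets are not in Table 1 or Table S1, and they were named after their values were seen. The log2 fold change was 1.23 for Senp7, a SUMO protease, 1.21 and 1.20 for Phf20, 1.14 for the chromatin remodelling factor Atrx, 1.11 for the helicase-like factor Hltf, 1.10 for an unnamed probeset and 1.04 for the nucleolar helicase Ddx21, with adjusted p-values from 0.0627 to 0.0982 in limma. Of Hltf, another probeset was at -0.03. The brighter probeset of Ddx21 was at 0.56, and the dimmest one of Phf20 at 0.88. In the fit with the pairs of Table S1 as the block and no moderation, chosen after the data were seen, 91 probesets were enriched. They include all 88 of the paper's probesets, so most of these 7 were not enriched there. The same fit with moderation called all 97 probesets that were at least 2-fold higher, these 7 included. 4 probesets were lower in the eluates, -1.04 for LOC380906, -0.90 for an unnamed one, -0.76 for Rc3h2 and -0.69 for Zc3h14.

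11 gene lists that the study did not examine shifted by camera with the preset correlation. The medians were 0.39 for very large nuclear proteins (camera adjusted p = 3.23e-14), 0.26 for DNA replication and mitosis, 0.22 for microtubule-associated proteins and motors, 0.21 for centrosome and spindle pole proteins, 0.21 for protrusion-localised mRNAs, 0.20 for very large membrane and secreted proteins, 0.18 for focal adhesion and cell junction proteins, 0.16 for very large cytosolic proteins, 0.15 for small actin-binding proteins, -0.16 for ribosomal proteins and -0.24 for oxidative phosphorylation subunits. With an estimated correlation none kept its call, with adjusted p-values from 0.460 to 0.817.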

How the results depend on the processing

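The alternatives with pairs of Table S1, the array set or normexp were chosen after the data were seen, and the cause of a change was not tested unless stated. Leaving out replicate 2 or 4 took an input of 1 array set and an eluate of the other, which unbalanced the fractions. 156 probesets differed, and the number was 832 with no replicate block, 813 with quantile normalization, 649 with normexp and quantile normalization, 390 with no filter (46643 tested), 84 at an adjusted p under 0.05, 0 in the analysis of variance without moderation (1303 at an unadjusted p under 0.05), 53 to 1474 with 1 replicate left out (66, 398, 53 and 1474 without replicates 1 to 4), 4124 with the array set as a block, and, with the pairs of Table S1 as the replicate block, 5539 with and 2069 without moderation. The enriched probesets, 91, numbered 73 to 105 in all other settings but 53 to 127 with 1 replicate left out (53 without replicate 3) and 0 without moderation, and the enriched genes, 62, numbered 36 to 94 with 1 replicate left out (36 without replicate 3, 94 without replicate 2) and 0 without moderation. At least 2-fold lower was 1 probeset, against 2 with no replicate block, 4 with no filter, 0 without moderation and at an adjusted p under 0.05, 0 to 19 with 1 replicate left out, 3 with the array set as a block or the pairs of Table S1, 2 with those pairs without moderation, and 2 with normexp and quantile normalization. A floor of 64, a filter on either fraction and a filter on all 8 arrays gave 157, 162 and 124 differing probesets, and a floor of 1 moved nothing.

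The replicate numbers do not pair the samples. The deviations of the arrays of numbers 1 to 4 from their group means correlated at 0.474, -0.66, 0.737 and -0.76 across probesets, and 0 of 4 inputs correlated best with the eluate of their own number, which is a hint from the data. Leaving out the replicate block raised the differing probesets as given and left the enriched ones at 93. Of 24 pairings, 1 gave the p-values of Table S1 (largest difference 0.00239 on the log10 scale), and it was identified by them.

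15 gene lists shifted in camera with the preset correlation, with medians of 0.78 for large actin-binding proteins, 0.15 for small actin-binding proteins, 0.97 for myosin heavy chains, 0.33 for intermediate filaments and plakins, 0.22 for microtubule-associated proteins and motors, 0.21 for centrosome and spindle pole proteins, 0.16 for very large cytosolic proteins, 0.39 for very large nuclear proteins, 0.20 for very large membrane and secreted proteins, 0.18 for slit diaphragm and podocyte genes, 0.18 for focal adhesion and cell junction proteins, 0.21 for protrusion-localised mRNAs, 0.26 for DNA replication and mitosis, -0.16 for ribosomal proteins and -0.24 for oxidative phosphorylation subunits. With an estimated correlation, with fry and with the array set as a block and an estimated correlation, the medians are the same by construction and none was called. Without the genes of Table 1, the myosin heavy chains (0.24) and the intermediate filaments and plakins (0.25) lost the call, with fewer genes tested, and with an estimated correlation as well, chosen after the data were seen, none of the lists was called. With 1 replicate left out, calls changed for some lists, whose medians then ranged from -0.03 to 0.30 for small actin-binding proteins, -0.09 to 0.31 for very large membrane and secreted proteins, 0.10 to 0.31 for protrusion-localised mRNAs, -0.27 to 0.23 for ER chaperones and translocation, -0.12 to 0.32 for immediate early genes, -0.19 to 0.39 for markers of other kidney cell types and -0.20 to -0.13 for ribosomal proteins. Without replicate 4 the small actin-binding proteins (-0.028) and the very large membrane and secreted proteins (-0.088) reversed while the median of all tested probesets moved to -0.13, the protrusion-localised mRNAs (0.10) and ribosomal proteins (-0.13) lost the call, and the ER chaperones (-0.27) and immediate early genes (0.09) gained it. Without replicate 1 the protrusion-localised mRNAs (0.11) lost it, and without replicate 2 the markers of other kidney cell types (0.39) gained it. The overlap of large actin-binding proteins with the enriched genes was 15 to 20 with 1 replicate left out and 0 without moderation. Of 65 named genes past the cutoff, 24 were not without replicate 1, 1 without replicate 2, 29 without replicate 3 and none without replicate 4, all in the same direction. 5 others passed without replicate 2 (Synm, Zfp185, Shroom3, Ogdh and Synpo) and 4 without replicate 4 (Zfp185, Shroom3, Ogdh and Mcm7).

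Normalization with negative controls, no normalization and the chip as a block were not run, because the other deposited tables have columns that match no sample, and the series table was itself the table used. Whether background limits the folds of dim probesets stays open, and 10 of the 91 enriched ones had a mean input signal under 100.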

Differences from the paper's values

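The paper's Table S1 lists 1764 probesets past a 15% FDR, and 156 passed here at the same cutoff. Of the alternatives set before the data were examined, leaving out replicate 4 gave a number within 1.5 times of the paper's, 1474, but 595 of these are in Table S1, and 395 were higher and 1079 lower, against 1139 higher and 625 lower there. The others did not, with 832 with no replicate block, 813 with quantile normalization, 390 with no filter, 162 with a filter on either fraction, 124 with a filter on all 8 arrays, 157 with a floor of 64, 156 with a floor of 1, 0 in the analysis of variance without moderation, 84 at an adjusted p under 0.05, 66 without replicate 1, 398 without replicate 2 and 53 without replicate 3. The analysis of variance without moderation with the pairs of Table S1 as the replicate block gave 2069. It was chosen after seeing the values, as the 1 of 24 pairings that gives the p-values of Table S1, and drops 29 of the 1764 probesets, which the filter used here leaves out. Of the 1764, 137 were among the 156.

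Of the 88 probesets that the paper lists as enriched, 84 were enriched here. The other 4 are those of Synm, Zfp185, Shroom3 and Ogdh, which Table 1 lists, with log2 fold changes of 1.55, 1.29, 1.20 and 1.02 and adjusted p-values of 0.298, 0.265, 0.237 and 0.221 in limma. No filter and leaving out replicate 2 call all 4, as do the blocks by the pairs of Table S1 (with and without moderation) and by array set, which were chosen after seeing the values and drop 0 of the 88. Quantile normalization, and normexp with it, chosen after seeing the values and dropping 1 of the 88, call Zfp185, Shroom3 and Ogdh, and no replicate block calls Shroom3 and Ogdh. Without replicate 4, Zfp185, Shroom3 and Ogdh were past the FDR but less than 2-fold higher. The folds of all 60 genes of Table 1 lay within 0.23% of the paper's.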

Other observations

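With the replicate number as the block, no transcript of a ribosomal protein or an oxidative phosphorylation subunit passed the test in limma. Over all tested probesets this block called 4 lower, against 2875 with the pairs of Table S1 and 2118 with the array set. Those blocks were chosen after the data were seen, and their calls for these lists are not given here. The lack of calls thus does not show that these transcripts were unchanged. Of 72 ribosomal protein genes, 61 had a log2 fold change below 0, and of 64 oxidative phosphorylation subunits, 54 did, and none was past the 15% FDR, also when adjusted over the list alone. At an unadjusted p under 0.05, 7 of the ribosomal protein genes were lower and none higher, and 12 of the oxidative phosphorylation subunits were lower and 3 higher. Their camera adjusted p-values were 1.21e-06 and 4.35e-07 with the preset correlation, and both were at 0.487 with an estimated correlation (adjusted p). Without replicate 4 the ribosomal proteins lost the call, with a median of -0.13, as for all tested probesets. In the other direction, of 43 very large nuclear proteins, 6 were higher and none lower (23 higher when adjusted over the list alone), among them Snrnp200, and the median of the 40 outside Table 1 was 0.38 (adjusted p = 0.460 for the whole list with an estimated correlation).

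Single members of other lists were also higher in the eluates. Of 31 very large cytosolic proteins, 3 were higher and none lower (5 higher when adjusted over the list alone), Cad, the vesicle protein Vps13a at 0.86 (standard error 0.19, adjusted p = 0.137 in limma) and the fatty acid synthase Fasn at 0.80 (standard error 0.18, adjusted p = 0.143). Of 8 protrusion-localised mRNAs, 1 was higher, that of Kank2 at 0.82 with eluate 3 apart from the other eluates (standard error 0.18, adjusted p = 0.140; 1 when adjusted over the list alone). Of 33 microtubule-associated proteins and motors, 1 was higher, Kif23 (6 when adjusted over the list alone), of 19 centrosome proteins 5 were, 4 of them at least 2-fold (6 when adjusted over the list alone), of 28 focal adhesion and junction proteins 2 were, Cgn and Cgnl1, both at least 2-fold (3 when adjusted over the list alone), and of 31 DNA replication genes and 32 very large membrane proteins none was (12 and 1 when adjusted over the list alone, and 12 and 1 at an unadjusted p under 0.05 in limma). No member of these lists was lower past the cutoff. Each of these lists lost its camera call with an estimated correlation, with adjusted p-values from 0.487 to 0.741.

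6 lists were not called. The medians were 0.06 for 12 actins, tubulins and EF1 alpha genes, -0.03 for 28 translation factors, whose mean was 0.01, -0.06 for 25 ER chaperones, 0.09 for 23 immediate early genes, 0.13 for 9 markers of other kidney cell types and -0.01 for 144 C2H2 zinc finger proteins, with camera adjusted p-values from 0.202 to 0.936. Of these, 3 translation factors were higher when adjusted over the list alone and none of the other members. At an unadjusted p under 0.05 in limma, 5 translation factors, 1 ER chaperone and 12 zinc finger proteins differed, and none of the other 3 lists. The 3 tested histones had a median of -0.28 and no test. The brightest probeset of Actb had a log2 fold change of -0.02 and the other 4 up to 0.77, none past the 15% FDR in limma (the lowest adjusted p was 0.358). Eef1a1, at a mean input signal of 182, had -0.06 (adjusted p = 0.978). The probeset of Actg1 reached a signal of 100 on 4 of the 8 arrays and was not tested, and no probeset was named for Ddn.

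Transcript lengths were not used here, so whether the enrichment follows length was tested only through the lists of large proteins.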
